# Non-Viral Generation of Marmoset Monkey iPS Cells by a Six-Factor-in-One-Vector Approach

**DOI:** 10.1371/journal.pone.0118424

**Published:** 2015-03-18

**Authors:** Katharina Debowski, Rita Warthemann, Jana Lentes, Gabriela Salinas-Riester, Ralf Dressel, Daniel Langenstroth, Jörg Gromoll, Erika Sasaki, Rüdiger Behr

## Abstract

Groundbreaking studies showed that differentiated somatic cells of mouse and human origin could be reverted to a stable pluripotent state by the ectopic expression of only four proteins. The resulting pluripotent cells, called induced pluripotent stem (iPS) cells, could be an alternative to embryonic stem cells, which are under continuous ethical debate. Hence, iPS cell-derived functional cells such as neurons may become the key for an effective treatment of currently incurable degenerative diseases. However, besides the requirement of efficacy testing of the therapy also its long-term safety needs to be carefully evaluated in settings mirroring the clinical situation in an optimal way. In this context, we chose the long-lived common marmoset monkey (*Callithrix jacchus*) as a non-human primate species to generate iPS cells. The marmoset monkey is frequently used in biomedical research and is gaining more and more preclinical relevance due to the increasing number of disease models. Here, we describe, to our knowledge, the first-time generation of marmoset monkey iPS cells from postnatal skin fibroblasts by non-viral means. We used the transposon-based, fully reversible *piggyback* system. We cloned the marmoset monkey reprogramming factors and established robust and reproducible reprogramming protocols with a six-factor-in-one-construct approach. We generated six individual iPS cell lines and characterized them in comparison with marmoset monkey embryonic stem cells. The generated iPS cells are morphologically indistinguishable from marmoset ES cells. The iPS cells are fully reprogrammed as demonstrated by differentiation assays, pluripotency marker expression and transcriptome analysis. They are stable for numerous passages (more than 80) and exhibit euploidy. In summary, we have established efficient non-viral reprogramming protocols for the derivation of stable marmoset monkey iPS cells, which can be used to develop and test cell replacement therapies in preclinical settings.

## Introduction

Takahashi and Yamanaka established in groundbreaking studies transcription factor-mediated reprogramming of fibroblasts to pluripotency [1,2]. This was achieved by the ectopic expression of just four transcription factors, namely OCT4, SOX2, KLF4 and c-MYC (OSKM). The open reading frames encoding OSKM were delivered to the cells by retroviral vectors, which stably and irreversibly integrate into the genome of the cells. Retrovirus-mediated expression is very robust and stable, yet there are two major disadvantages: firstly, the integrated proviruses may induce harmful mutations. Secondly, the activity of the viral promoters used to drive transgene expression could lead to aberrant permanent activation of endogenous genes in the genomic vicinity of the insertion site in the reprogrammed cells. This may also include activation of oncogenes resulting in an increased tumorigenic potential of the induced pluripotent stem (iPS) cells. Hence, although viral reprogramming is very robust and useful for experimental *in vitro* studies, insertion mutagenesis and the increased oncogenic potential are major drawbacks of this initial reprogramming approach with regard to the envisaged clinical application of iPS cells. Therefore, in the light of the potential use of iPS cells in cell replacement therapy, original retrovirus-based reprogramming is insufficient. Accordingly, alternative strategies to deliver the reprogramming factors were developed which either circumvent genomic insertion of the expression constructs or make use of reversibly integrating constructs. Approaches circumventing the integration of a vector include episomal plasmids [3–6], non-integrating viral vectors [7–11] or transfection of modified mRNA encoding the reprogramming factors [12–16]. Also protein-, miRNA- and small molecule-driven reprogramming were published [17–21]. Although generally very promising, at least some of the latter approaches are currently rather experimental and do not work robustly. The excisable vectors included loxP site-flanked retroviruses. However, even after excision, a loxP site remains in the genome, still causing a mutation. Kaji et al. [22] and Woltjen et al. [23] published a very attractive alternative approach: *piggyBac* transposon-mediated reprogramming. The suitability of the *piggyBac* system for reprogramming was demonstrated in human and mouse fibroblasts. This system has several great advantages compared to other reprogramming strategies: (i) it can stably integrate into the host cell genome and is replicated during cell division, resulting in stable expression of the reprogramming factors even over long periods of time and over many generations of cells, (ii) it can deliver large DNA fragments up to 12 kb, and (iii) most importantly, it is fully reversible, i.e. it can be excised from the host cell genome without leaving any footprint in the genome after excision. Hence, iPS cells with a completely unmodified genome compared to the initially reprogrammed cells, except epigenetic changes, can be obtained. This is in contrast to other types of excisable / mobile transposons [24,25]. In fact, to our knowledge the *piggyBac* transposon is the only mobile genetic element combining stable integration with complete reversibility.

Cell replacement therapies based on pluripotent stem cells may become an important option for the treatment of currently incurable diseases associated with the degeneration of a specific cell type or a tissue [26–28]. However, these novel approaches must be carefully tested since the use of pluripotent stem cells during cell replacement therapies is associated with the risk of teratoma formation. Therefore, besides the requirement of efficacy testing also the safety of the therapy needs to be carefully evaluated. In this context, it is important to test cell replacement therapies preclinically in a model species that closely resembles human physiology, immunology, genetics and anatomy and further allows testing over long periods of time. For this reason, we chose the common marmoset monkey (*Callithrix jacchus*) as a non-human primate species to generate iPS cells. The common marmoset is frequently used in biomedical research and recently gained increasing interest especially in the fields of stem cell research [29,30], reproductive biology [31–33] and neurobiology (reviewed in [34,35]). Its small size—yet representing primate physiology-, the absence of zoonoses, easy handling and relatively low housing costs are some of its important practical advantages further promoting the marmoset monkey as a bridging non-human primate species between rodent studies and clinical application. However, previously, it was shown that the four classical reprogramming factors KLF4, c-MYC, SOX2 and OCT4 are not sufficient for the derivation of stably reprogrammed marmoset iPS cells even when lentiviral vectors were used. Instead, two additional pluripotency factors were employed to stably reprogram marmoset monkey cells: the transcription factor NANOG and the RNA binding protein LIN28 [36]. Here, we describe, to our knowledge, the first-time generation of marmoset monkey iPS cells from postnatal skin fibroblasts using a six-factor-in-one-construct *piggyBac* system. We characterized six individual iPS cell lines in comparison with marmoset monkey embryonic stem cells.

## Material and Methods

### Animals and animal housing; ethics statement

Marmoset monkeys (*Callithrix jacchus*) for this study were obtained from the self-sustaining breeding colony of the German Primate Center (Deutsches Primatenzentrum; DPZ). The German Primate Center is registered and authorized by the local and regional veterinary governmental authorities (Reference number: 122910.3311900, PK Landkreis Göttingen). The legal guidelines for the use of animals and the institutional guidelines of the DPZ for the care and use of marmoset monkeys were strictly followed. Health and well-being of the animals of the colony were controlled daily by experienced veterinarians and animal care attendants. Marmoset monkeys are social tree-living New World monkeys originating from the tropical northeast of Brazil. Accordingly, the animals were pair-housed in a temperature- (25 ± 1°C) and humidity-controlled (65 ± 5%) facility. These parameters were controlled daily. Room air was changed several times per hour and filtered adequately. Illumination was provided by daylight and additional artificial lighting on a 12.00:12.00 hour light:dark cycle. Each cage consisting of stainless steel had a vertical orientation [180 cm (height) × 65 cm (width) × 80 cm (depth)] and was furnished with wooden branches and shelves for environmental enrichment and contained a wooden sleeping box mimicking the monkeys’ natural habitats best. The housing room and the cages were cleaned with water and disinfectant at weekly intervals. The animals were fed ad libitum with a pelleted marmoset diet (ssniff Spezialdiäten, Soest, Germany). In addition, 20 g mash per animal was served in the morning and 30 g cleanly cut fruits or vegetables mixed with noodles or rice were supplied in the afternoon. Furthermore, once per week mealworms or locusts were served in order to provide adequate nutrition. Drinking water was always available. All materials are changed regularly, cleaned and sterilized. Marmoset monkey fibroblasts were obtained from two neonatal animals. The ages and the body weights of the animals (one male: animal #16008, one female: animal #16384) were one day post-partum and ~33 g, respectively. In captivity, marmosets often give birth to triplets or even quadruplets. However, the mother is usually able to feed and rear only two neonates, which is the normal litter size of free-living marmosets. Therefore, the neonates from triplet births were used to collect skin for this study and additional organs for other scientific purposes. Neonatal marmosets were selected based on the body weight. The ones that had lowest birth weight were selected for euthanasia. All animals were narcotized with Pentobarbital (Narcoren; 0.05 ml intramuscular) by a veterinarian and euthanized with an intracardial injection of 0.5 ml Pentobarbital before a lack of nourishment caused evident suffering of the animals.

Animal experiments to obtain different developmental stages of marmoset monkeys were approved by an external ethics committee (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, AZ 42502–04–12/0708). For this study, small pieces of skin were used from euthanized neonatal marmosets. Wherever applicable, the ARRIVE guidelines were followed.

### Cell culture

#### Isolation of common marmoset primary fibroblasts

Pieces of skin were washed with PBS and shaved. The skin was cut into pieces of 1x1 mm—2x2 mm and incubated in DMEM/5 mg/mL Collagenase type IV (Gibco) for 1 to 3h at 37°C in a Thermomixer (Eppendorf) at 800 rpm. After complete tissue dissociation, cells were pelleted (5 min, 300 × g, RT). The supernatant was aspirated, and the cells were seeded in fresh M10 medium [DMEM (Gibco), 10% (v/v) Fetal Bovine Serum (Gibco), 1% (v/v) Penicilline/Streptomycine (Gibco), 0,25 μg/mL Amphotericin B (Sigma), 1% (v/v) MEM Non-Essential Amino Acids Solution (Gibco), 2 mM GlutaMAX (Gibco)] and cultured at 37°C and 5% CO_2_. TrypLE Express (Gibco) was used for passaging.

#### Mouse embryonic fibroblasts (MEFs)

Gamma-irradiated MEFs served as feeder cells. E12.5 embryos from CD1 mice were washed in Ca^2+^/Mg^2+^-free PBS (PAA). Head and hematopoietic organs, during that stage mainly the liver, were removed; remaining tissue was minced into small pieces and washed in PBS and then incubated in 0,05% Trypsin-EDTA at 37°C for 20 min. Per 25 mL reaction, 5 mL FBS, 20 mL M10 and DNaseI (Roche, 100 Kunitz units/mL), were added. After 10 min incubation at 37°C, cells were pelleted (15 min, 300 × g, RT) and seeded in fresh M10 medium. Prior to cryopreservation in 90% FBS/10% DMSO, cells (passage 0 to 4) were irradiated with 30 Gy (5 Gy/min). MEFs were thawed and seeded in M10 medium on gelatin coated cell culture dishes one or two days prior to use at a density of 50,000 to 100,000 cells per cm^2^. MEFs provided a stable feeder cell layer for 30–80 days.

#### Nucleofection

Primary fibroblasts from newborn common marmoset monkeys were transfected using the Nucleofector 2b Device (Lonza) with the Amaxa Basic Nucleofector Kit for Primary Mammalian Fibroblasts and program V-013 or using the 4D Nucleofector System with buffer 2 and program CA-137.

#### Reprogramming procedure

After nucleofection, fibroblasts were cultured in M10 medium for three days or, depending on the transfected reprogramming construct, in M10 medium with 1 μg/mL puromycin for five days on standard cell culture dishes, then transferred onto MEFs (2,0 × 10^5^ (unselected) or 0,2 × 10^5^ (selected) cells per Ø10cm culture dish) and cultured in embryonic stem cell medium (ESM) [KO-DMEM (Gibco), 20% (v/v) KnockOut Serum Replacement (Gibco), 1% (v/v) Penicilline/Streptomycine (Gibco), 0,25 μg/mL Amphotericin B (Sigma), 1% (v/v) MEM Non-Essential Amino Acids Solution (Gibco), 2 mM GlutaMAX (Gibco), 50 μM 2-mercaptoethanol (Gibco)] under hypoxic conditions (37°C, 8% CO_2_, 5% O_2_). During the first six days of culture on MEFs, ESM was supplemented with 2 mM valproic acid (Calbiochem). From day 30 on, individual colonies were picked manually. For further passaging of the putative iPS cells, StemPro Accutase (Life Technologies) was used.

### Cloning / Plasmid construction

Open reading frames of the reprogramming factors were PCR-amplified (KOD Hot Start DNA Polymerase, Novagen) from P51 single strand cDNA of the common marmoset ESC line cjes001 [37] and cloned into the plasmid vector pBluescriptIISK- (Stratagene). Oligonucleotides (Sigma) introducing restriction sites and the respective restriction enzymes (New England Biolabs) are listed in Table 1.

**Table 1:** Oligonucleotides used for the cloning of the reprogramming factors.

Gene	Primer name (orientation), primer sequences (5ˈ → 3ˈ)	Restriction enzymes
***SOX2***	G0028 (fwd): GCTAGGATCCACAGCGCCCGCATG	BamHI/XhoI
	G0030 (rev): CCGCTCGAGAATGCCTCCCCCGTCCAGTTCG	
***OCT4***	G0022 (fwd): GATCGGATCCTTGGGGCGCCTTCCTTC	BamHI/XbaI
	G0023 (rev): CTGATCTAGACTCCTCTCCCTGTCCCCC	
***KLF4***	G0020 (fwd): GTACGGATCCTGCGCAGCCACCTGGC	BamHI/XbaI
	G0021 (rev): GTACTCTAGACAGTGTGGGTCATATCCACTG	
***c-MYC***	G0077 (fwd): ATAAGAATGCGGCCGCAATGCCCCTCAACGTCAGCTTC	NotI/SalI
	G0078 (rev): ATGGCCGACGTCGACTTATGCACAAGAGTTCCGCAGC	
***LIN28***	G0024 (fwd): GATCGGATCCGGCCACGGGCTCAGCCG	BamHI/XhoI
	G0025 (rev): GACTCTCGAGATAGCCAAAGAATAGCCCC	
***NANOG***	G0018 (fwd): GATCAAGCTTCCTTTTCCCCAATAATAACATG	HindIII/XhoI
	G0019 (rev): CTGACTCGAGTAGTGTCAGTTTCATTCATC	

Single elements were combined into the reprogramming constructs pTT-PB-SOKMLN-Cer or pTT-PB-SOKMLNpuro using the plasmid vector pTRE-Tight (Clontech) as backbone. The stop codons in the ORFs of *SOX2* (S), *OCT4* (O), *KLF4* (K), *c-MYC* (M) and *LIN28* (L) were deleted and the ORFs were joined with coding sequences for 2A peptides. After the stop codon for *NANOG* (N), either an IRES and the ORF for Cerulean (pTT-PB-SOKMLN-Cer) or a puromycin resistance gene under control of a separate CAG promoter in reverse orientation (pTT-PB-SOKMLNpuro) were inserted. Expression of the multi-factor cassette is under control of the CAG promoter [38,39] (see also Fig. 1A, B and C).

**Fig 1:**
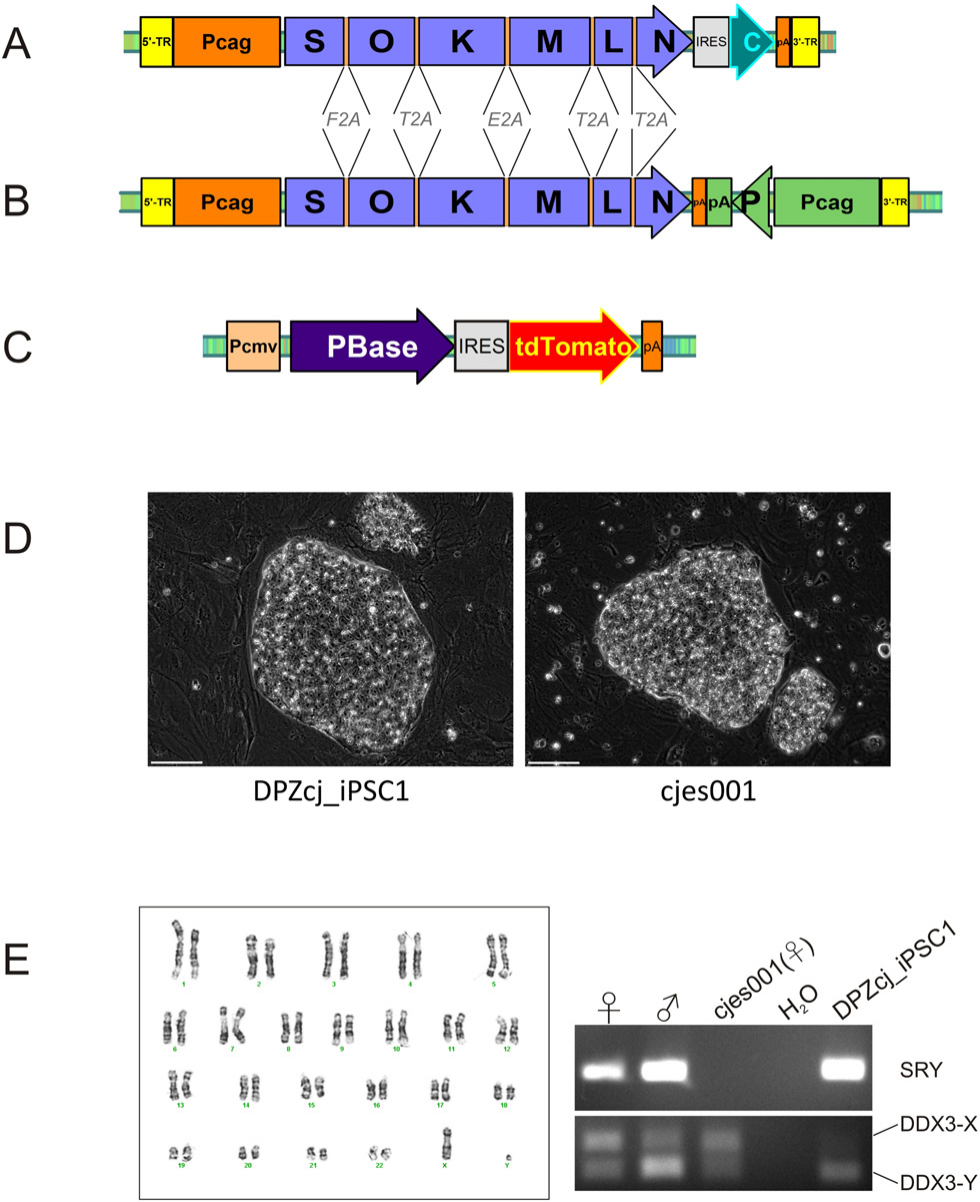
Reprogramming constructs and morphology of marmoset monkey iPS cells. **A) and B**) Constructs containing the reprogramming cassette. Expression of the reprogramming factors is driven by the CAG promoter (Pcag). Stop codons of the first five reprogramming factors were substituted with coding sequences for 2A peptides (F2A, T2A, E2A). IRES, internal ribosomal entry site; pA, poly A signal; 5ˈ-TR, 5ˈ-terminal repeat; 3ˈ-TR, 3ˈ-terminal repeat; S, *SOX2*; O, *OCT4*; K, *KLF4*; M, *c-MYC*; L, *LIN28*; N, *NANOG*; C, Cerulean; P, puromycin resistance gene. **C)** Expression of the Transposase (PBase) is driven by the Cytomegalovirus promoter (Pcmv). **D)** Morphology of iPS cell colonies. The morphology of the generated iPSCs (DPZcj_iPSC1) and the marmoset ES cell line cjes001 are indistinguishable from each other. Bars = 100 μm **E)** Karyotype analysis of DPZcj_iPSC1. Karyogram showing a normal Karyotype 46, XY (left). Right: PCR analysis confirming the male genotype. Primers used amplify a fragment of the Sex-determining region Y gene (*SRY*) and the X or Y chromosome-linked genes *DDX3* (*DDX3-X*, *DDX3-Y*). The analysis was done with genomic DNA from a newborn female marmoset (♀), a newborn male marmoset (♂), an established female ES cell line (cjes001) and the generated iPS cell line DPZcj_iPSC1. Water was used as negative control (H_2_O).

For transposition of the reprogramming cassette, the ORF for a hyperactive, codon-optimized PBase [40] followed by an IRES and the ORF for the fluorescent protein tdTomato were cloned into the MCS of the expression vector pcDNA3.1(+) (Invitrogen).

Sequences of the reprogramming constructs were deposited in GenBank (http://www.ncbi.nlm.nih.gov/genbank/) and are available under accession numbers KM279352 (pTT-PB-SOKMLN-Cer) and KM279353 (pTT-PB-SOKMLNpuro).

### PCR for the detection of the reprogramming cassette and endogenous marker genes

Oligonucleotides (Sigma) used for detection of mRNA coding for endogenous and exogenous factors are listed in Table 2. KOD Hot Start DNA Polymerase from Merck was used.

**Table 2:** Oligonucleotides used for the detection and discrimination of exogenous and endogenous sequences and oligonucleotides used for real-time qPCR.

Fragment	Primer name (orientation), primer sequences (5ˈ → 3ˈ)	PCR product (bp)
Endogenous factors		
***SOX2***	G0086 (fwd): TCTTCCTCGCACTCCAGGGC	228
	G0030 (rev): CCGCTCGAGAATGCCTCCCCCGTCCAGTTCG	
***OCT4***	G0022 (fwd): GATCGGATCCTTGGGGCGCCTTCCTTC	510
	G0035 (rev): CAGGGTGATCCTCTTCTGCTTC	
***KLF4***	G0091 (fwd): GGAAGACGATCTTGGCCCCG	323
	G0021 (rev): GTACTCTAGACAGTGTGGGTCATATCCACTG	
***c-MYC***	G0079 (fwd): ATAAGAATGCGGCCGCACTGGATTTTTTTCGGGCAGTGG	456
	G00142 (rev): CCTGGATGATGATGTTTTTGATG	
***LIN28***	G0305 (fwd): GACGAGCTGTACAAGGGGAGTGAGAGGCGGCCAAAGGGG	334
	G0025 (rev): GACTCTCGAGATAGCCAAAGAATAGCCCC	
***NANOG***	G0018 (fwd): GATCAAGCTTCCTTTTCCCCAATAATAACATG	754
	G0075 (rev): TTATAGAAGGGACTGCTCCAGG	
Reprogramming cassette		
***SO (SOX2-OCT4)***	G0086 (fwd): TCTTCCTCGCACTCCAGGGC	735
	G0035 (rev): CAGGGTGATCCTCTTCTGCTTC	
***IC (IRES-Cerulean)***	G0095 (fwd): AGCGACCCTTTGCAGGCAGC	1073
	G0039 (rev): GAAGATCTACTTGTACAGCTCGTCCATG	
***PCAG-SOX2***	G0244 (fwd): GGGGACGGCTGCCTTCGG	190
	G0378 (rev): GCTCGGTACCAAGCTTAAG	
***PCAG-SOX2***	G0244 (fwd): GGGGACGGCTGCCTTCGG	361
	G0395 (rev): CGGTCGGGGCTGTTCTTCTG	
***NANOG-IRES***	G0069 (fwd): GGTTCCAGAACCAGAGAATGAAATC	576
	G0098 (rev): CACCGGCCTTATTCCAAGCG	
***Cerulean***	G0618 (fwd): ACGTAAACGGCCACAAGTTCAGC	211
	G0619 (rev): CCTTCGGGCATGGCGGACTTG	
Control fragments		
***mmSox2***	G0656 (fwd): GGACATGATCAGCATGTACCTCC	221
	G0657 (rev): TCTCCTCTTTTTGCACCCCTCC	
***β-ACTIN***	G0336 (fwd): GACGACATGGAGAAGATCTGG	562
	G0337 (rev): GGAAAGAAGGCTGGAAGAGTG	
Real-time qPCR		
***18S rRNA***	G0871 (fwd): ATTAAGGGTGTGGGCCGAAG	81
	G0872 (rev): GAGTTCTCCTGCCCTCTTGG	
***OCT4_endo (isoform A and B)***	G0963 (fwd): GCCAGGGCTTTTAGGATTAAGTT	68
	G0964 (rev): TGCCCTCACCCTTTGTGTTC	
***OCT4A_endo+exo***	G0877 (fwd): CCCCTGGTGCCGTGAAG	82
	G0878 (rev): TTCTGCAGAGCTTTGATGTCTTG	
***NANOG***	G0965 (fwd): ATGCCACCTGAAGATGTGTGAA	69
	G0966 (rev): TCAGCCAGTGCTCAGAGTGAA	
***Transposon***	G0961 (fwd): AGCCAACATACTTTCGGGAGGA	135
	G0962 (rev): TACTCATTGGGCCAGGATTCTC	
***SOX2***	G0969 (fwd): TTGTTCAAAAAAGTATCAGGAGTTGTC	97
	G0970 (rev): CTCTCCGTCCCCGTCTTAAAG	
***LIN28***	G0682 (fwd): GCACAGGGAAAGCCAACATAC	126
	G0683 (rev): CGAAACTTCCTGATAGCCAAAGA	

### Real-time quantitative PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The genomic DNA was removed by using RNase-Free DNase (Qiagen). For cDNA synthesis, 1 μg of the isolated total RNA was reverse transcribed with Oligo(dT)18 primers using the Omniscript RT Kit 200 (Qiagen) following the manufacturer´s instructions. Real-time qPCR was performed on a StepOnePlus System (Applied Biosystems, Carlsbad, USA). For each PCR, cDNA transcribed from 10 ng mRNA served as template using Power SYBR Green PCR master mix (Applied Biosystems) and specific primers in a concentration of 600 nM (for primer sequences see Table 1). Each qPCR amplification was measured in triplicates, data were normalized against the housekeeping gene 18S rRNA. All data are presented as means±SEM.

### Embryoid body (EB) formation

After colonies were detached from the feeder cell layer with 1 mg/mL Collagenase type IV (dissolved in KO-DMEM, Gibco), they were pelleted (200 × g, 5 min, RT), gently re-suspended in ESM and incubated on a standard cell culture dish for 1h to allow residual feeder cells to attach. The cell suspension was then transferred to a non-adherent petri dish to allow cell aggregation in suspension. The medium was changed every other day carefully preventing removal of aggregating cells. After five to six days, the cell suspension was transferred to a gelatin or fibronectin coated cell culture dish to allow EBs to attach. Until fixation of the EBs (after another eight days in culture), medium was changed every other day. Incubation was always at 37°C and 5% CO_2_.

### Immunofluorescence

Cells were washed twice with PBS, fixed in PBS/2% (w/v) PFA/0,02% (v/v) TritonX-100 (30 min, RT) and washed twice with PBS/5% (w/v) BSA. Incubation with the first antibody diluted in PBS/5% (w/v) BSA was done overnight at 4°C. Cells were washed twice with PBS/5% (w/v) BSA and Alexa488 or Alexa594-coupled secondary donkey antibodies (Life Technologies) diluted 1:200 in PBS/5% (w/v) BSA were applied for 30 min at RT. Cells were washed twice with PBS/DAPI and coated with Citifluor mountant medium (CITIFLUOR ltd.). Images were taken with a Zeiss Observer Z1 (Zeiss). Antibodies and their dilutions were SSEA-4 (Millipore/Chemicon, MAB4304, 1:50), TRA-1–60 (eBioscience, 14–8863, 1:50), TRA-1–81 (eBioscience, 14–8883, 1:50), SALL4 (abcam, ab57577, 1:200), SOX2 (Millipore, AB5603, 1:50 and Cell Signaling, 3728, 1:200), OCT4 (Santa cruz, sc-8628, 1:50 and Cell Signaling, 2890, 1:100), KLF4 (R&D, AF3640, 1:50), NANOG (Cell Signaling, 4893, 1:100 and Cell Signaling, 4903, 1:300), LIN28A (Cell Signaling, 3978S, 1:70), CHD1 (BETHYL, A301–218A, 1:200), UTF1 (Millipore, MAB4337, 1:1000), β-Tubulin III (Sigma, T8660, 1:400), AFP (Dako, A0008, 1:200), SMA (Sigma, A2547, 1:750).

### Teratoma formation and histological analysis

For teratoma formation, 4.8 × 10^5^ cells from the cell line DPZcj_iPSC1 (P16) were injected subcutaneously into the inguinal region of male immunodeficient RAG2^-/-^γc^-/-^mice. Teratoma was retrieved 16 weeks after injection. Antibodies for immunohistological stainings of the teratoma were against β-Tubulin III (Sigma, T8660, 1:600) as ectodermal marker, SMA (Sigma, A2547, 1:1000) as mesodermal marker and SOX9 (Millipore, AB5535, 1:1000) as protein expressed in endodermal epithelium. Immunohistochemical staining procedure was as described previously [41].

### Transcriptome analysis

Transcriptome analysis, including RNA preparation, was done by the Transkriptomanalyselabor, Microarray and Deep-Sequencing Facility, University Medical Center Göttingen. RNA was isolated using the TRIzol Reagent (Life Technologies) according to manufacturer instructions. RNA quality was assessed by measuring the RIN (RNA Integrity Number) using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Library preparation for RNA-Seq was performed using the TruSeq RNA Sample Preparation Kit (Illumina, Cat. N°RS-122–2002) starting from 500 ng of total RNA. Accurate quantitation of cDNA libraries was performed by using the QuantiFluor dsDNA System (Promega). The size range of final cDNA libraries was determined applying the DNA 1000 chip on the Bioanalyzer 2100 from Agilent (280 bp). cDNA libraries were amplified and sequenced by using the cBot and HiSeq2000 from Illumina (SR; 1x50 bp; 5–6 GB ca. 30–35 million reads per sample). Sequence images were transformed with Illumina software BaseCaller to bcl files, which were demultiplexed to fastq files with CASAVA v1.8.2. Quality check was done via fastqc (v. 0.10.0, Babraham Bioinformatics). The Alignment was performed using Bowtie2 v2.1.0 to the cDNA for *Callithrix jacchus*. Data were conversed and sorted by samtools 0.1.19 and reads per gene were counted via htseq version 0.5.4.p3. Data analysis was performed using R/Bioconductor (3.0.2/2.12) loading DESeq, gplots and goseq packages. Candidate genes were filtered to a minimum of 4x fold change and FDR-corrected pvalue<0.05. For functional analysis gene ontology enrichment was tested accounting for gene length via R-package goseq. The data discussed in this paper are generated in compliance with the MIAME guidelines and have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE64966.

### Karyotyping

Karyotyping was performed by the Cytogenetic Laboratory in the Department of Human Genetics at the Universitätsklinikum Hamburg-Eppendorf (Germany) according to standard procedures.

### Promoter methylation assay

Genomic DNA from cultured cells of the DPZcj_iPSC line 1, the ES cell line cjes001 and of marmoset fibroblasts (from three different passages each) was isolated and bisulfite converted with the Epitect Bisulfite Kit (Qiagen) according to provided protocols. To control if the DNA bisulfite conversion was complete, control dispensations at non CpG sites were performed during subsequent pyrosequencing assays. Specific sequences from promotors of *OCT4* (chromosome 3; 31633134–31632640, NCBI version 13-Feb-2013), the germ cell marker genes *VASA* (chromosome 2; 151940913–151940610, NCBI version 17-Feb-2013) and *MAGE A-4* (chromosome X; 138852177–138852680, NCBI version 13-Feb-2013) and the imprinted genes *H19* (chromosome 11; 128443800–128444200, NCBI version 9-Dec-2012) and *MEST* (chromosome 8; 115762911–115762510, NCBI version 17-Feb-2013) were subsequently amplified using the PyroMark PCR Kit (Qiagen). PCRs were performed in volumes of 20 μl with 10 μl provided master mix, 1 μl (20 pmol) of forward and reverse primers and 3 μl bisulfite converted DNA template applying the following program: One cycle of 95°C for 15 min, 45 cycles of 95°C for 15 s, 56°C for 20 s and 72°C for 30 s and one cycle of 72°C for 5 min. Forward and reverse primers which were used for PyroMark PCRs are listed in Table 3. Quantification of DNA methylation levels at differentially methylated CpG sites of amplified bisulfite converted promotor regions was performed by pyrosequencing using the PyroMark Q24 System (Qiagen). The sequencing primers are listed in Table 3. Analysis of pyrosequencing data and quantification of DNA methylation was performed with the PyroMark Q24 software (Qiagen). The accuracy and reproducibility of the assays was confirmed by analyzing control samples (sperm and blood) which exhibited specific expected levels of DNA methylation. Mean methylation levels of sperm DNA (n = 7) were high for *H19* (98%) and low for *MEST* (8%), *VASA* (6%), *MAGE A-4* (7%) and DNA methylation levels of blood *DNA* (n = 3–7) were intermediate for *H19* (64%) and *MEST* (62%) and high for *VASA* (98%), *MAGE A-4* (90%) and *OCT4* (90%).

**Table 3:** Oligonucleotides used for DNA-methylation analyses.

Gene	Primer sequences (5ˈ → 3ˈ)	PCR product (bp)
***VASA***	Fwd: GTTGGAGTTAGTTATTAGTTATTTGTTGT	117
	Rev: AACTTACTCTCCCCAATCCC	
	Seq: AGTTATTTGTTGTTGGAG	
***H19***	Fwd: TGATTTGAGTATGGGGGGTGGATTAG	168
	Rev: CTATTCCCAAATAACCCCCATAA	
	Seq: AGTTTATTTTAGTTGGGTTT	
***MAGE A-4***	Fwd: TGATTTGAGTATGGGGGGTGGATTAG	204
	Rev: ACCCACCAATAACCCAAAACAACCAACA	
	Seq: GGGGGGTGGATTAGA	
***MEST***	Fwd: GGAAAGAGGGGGTGTGGTTG	155
	Rev: ACAAAAATAACATCCCCTTCTCA	
	Seq: TGGTAGTTTAGGGATTAGGGT	
***POU5F1***	Fwd: GGAGAGAGGGGTTGAGTAGTTT	181
	Rev: ACCAAATCCCAAAATCAACCCAACCTAT	
	Seq: GGTAAGTTTTTATTTTATTAGGTTT	

## Results

### Non-viral reprogramming by the *piggyBac* transposon/transposase system

To generate virus-free marmoset monkey iPS cells, we made use of the *piggyBac* transposon/transposase [42] system which was shown to be suitable for the generation of human and mouse iPS cells as a four-factor-construct [22,23]. Since it was shown that the four classical reprogramming factors *KLF4*, c-*MYC*, *SOX2* and *OCT4* are not sufficient for the derivation of stably reprogrammed marmoset iPS cells even when lentiviral vectors were used, we cloned all six marmoset monkey factors and constructed completely novel expression constructs containing all six factors in one cassette (Fig. 1A, B) plus a selection marker. In order to ensure that all factors are expressed in each individual cell and to reduce the number of integration sites (compared to an approach using single factor vectors), the stop codons of *SOX2*, *OCT4*, *KLF4*, *c-MYC* and *LIN28* were replaced by coding sequences for 2A peptides. These peptides induce co-translational separation of individual proteins encoded by one mRNA [43–45]. The stop codon of *NANOG* is followed by an IRES and the open reading frame (ORF) for the fluorescent protein Cerulean (Fig. 1A). Expression of the whole cassette is driven by the CAG promoter [38,39], and the cassette is flanked by *piggyBac* inverted repeats. Selection of primary reprogrammed cell colonies relying on Cerulean fluorescence, however, was insufficient because the IRES-mediated expression of the fluorescent protein seemed not to be robust. In order to obtain a more effective selection system, we decided to replace Cerulean as selection marker by a puromycin resistance cassette (Fig. 1B). To achieve this, the puromycin resistance gene was cloned in an inverted orientation into the original expression cassette and put under the control of a separate CAG promoter (Fig. 1B). Both ORFs were followed by polyadenylation signals. Hence, the modified construct shown in Fig. 1B contains two independent genes. To ensure maximal integration efficiency, a codon optimized hyperactive PBase was used [40]. Expression of PBase is driven by the CMV promoter and the PBase ORF is linked to an IRES followed by the ORF for the fluorescent protein tdTomato (Fig. 1C). Using the first expression construct (Fig. 1A), we generated one iPS cell line (DPZcj_iPSC1) with morphology indistinguishable from the morphology of the established marmoset ES cell line cjes001 [37] (Fig. 1D). Five additional iPS cell lines (DPZcj_iPSC2–6) were derived after puromycin selection of nucleofected fibroblasts. All cell lines exhibited the typical ES cell colony morphology when grown on mouse embryonic fibroblasts as feeder cells (S1 Fig.). As representative of the six iPS cell lines we characterized the line DPZcj_iPSC1 in detail. The other five cell lines were characterized by selected assays.

### Culture of iPS cells

In our established system, first primary colonies appear approximately 16 days after transfected fibroblasts were transferred onto feeder cells. Macroscopically visible colonies with a morphology resembling common marmoset embryonic stem cells can be picked from ~day 30 onwards. The time point for the appearance of the colonies seems to be solely dependent on the duration of culture on feeder cells. The duration of feeder-free culture after nucleofection before cells were transferred onto MEFs varied in different experiments and had no influence on the period necessary for colony formation on feeders. However, supplementation of the media with valproic acid in the initial phase of reprogramming seems to be strongly supportive of colony formation.

All six lines generated have been in culture for more than 11 months, the first line even for more than 2 years and over 80 passages. All generated cell lines were cryopreserved and result in viable and well-proliferating cell cultures after thawing.

### The DPZcj_iPSC1 line is male

The iPS cell line DPZcj_iPSC1 still had a normal male karyotype (46, XY) after 68 passages in culture (Fig. 1E left panel). Previously described iPS cell lines were all female [36,46,47]. PCR analysis of the Y-chromosomal gene Sex-determining region of Y chromosome (*SRY*) confirmed that the iPS cell line DPZcj_iPSC1 characterized in this study is male (Fig. 1E right). Primers specific for *SRY* amplified short fragments of genomic DNA (gDNA) of both, phenotypically male and female common marmoset monkeys with a stronger signal intensity using male DNA. The “male-specific” signal in female tissues is due to a cross-sex-cell chimerism between siblings, which develops by placental anastomoses during early pregnancy and has been described earlier [48,49]. PCR on gDNA from the generated iPS cell line indicated a male genotype, while the established marmoset ES cell line cjes001, which was used as reference, was female [37] (Fig. 1E right panel).

### Induction of endogenous pluripotency markers

We tested the expression of several surface pluripotency markers and of pluripotency-associated transcription factors that were not present in the reprogramming cassette. Immunofluorescence staining demonstrated the presence of tumor rejection antigen (TRA)-1–60, TRA-1–81 and of stage specific embryonic antigen 4 (SSEA-4) on the iPS cells (Fig. 2A, upper panels). As transcription factors associated with pluripotency, we tested expression of Sal-like protein 4 (SALL4), undifferentiated embryonic cell transcription factor 1 (UTF1) and chromodomain helicase DNA binding protein 1 (CHD1). All three factors were detected (Fig. 2A, lower panels). Also expression of the factors used for reprogramming (SOX2, OCT4, KLF4, LIN28 and NANOG) could be demonstrated on the protein level (Fig. 2B). As positive control, we used the ES cell line cjes001. Staining intensities were similar between the iPS cells and the ES cells with the exceptions of TRA-1–60 and TRA-1–81, which gave stronger signals in iPS cells (Fig. 2A). Since antibody staining cannot discriminate between an endogenous and exogenous origin of the protein, we performed PCR with primers specific for the untranslated regions of mRNAs derived from the endogenous genes and with primers specific for the *piggyBac* cassette-derived transcript. This analysis proved that *SOX2*, *OCT4*, *KLF4*, *c-MYC*, *LIN28* and *NANOG* were expressed endogenously by the generated iPS cells (Fig. 2C). Although expression of the reprogramming construct was still detectable on the transcript level (Fig. 2), Cerulean fluorescence was not visible in the iPS cell colonies (not shown). 

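Deep sequencing of RNA gave 14 libraries from 3 cell types. The iPS cell line DPZcj_iPSC1, which carries the reprogramming cassette, was sequenced at passages 18, 19, 22 and 24. The ES cell line cjes001 was sequenced at passages 83, 91, 94 and 96, and both lines were grown on a feeder layer of mouse embryonic fibroblasts. RNA of the feeder layer was not separated from that of the lines. Reads of mouse RNA may also align to marmoset cDNA, which could not be tested. The skin fibroblasts gave 6 libraries, which are named here by their culture numbers cj3, cj4, cj11, cj12, cj19 and cj20. By the sample records, cj4, cj12 and cj20 came from adult animals and cj3 and cj19 from newborn animals, while the records of cj11 give both ages. The records give passage 6 for cj4, 3 for cj12, 4 for cj20, 2 for cj3, 4 for cj19 and 1 for cj11. The records give male donors for all 6, whereas the methods of the paper describe newborn donors of both sexes. The values do not settle the sex of a culture. The row named DDX3Y was the only one in the table of a list of 12 Y-linked genes, is placed on chromosome X and can share reads with DDX3X. It had 13 units in cj20 and 173 to 260 in the other cultures, but also 119 to 534 in the ES cells, which the paper gives as a female line. All libraries of iPS cells are passages of 1 line, as are all libraries of ES cells, so that a p-value between these groups measures the spread between passages and not between lines.

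The authors prepared the libraries with the TruSeq RNA kit and sequenced single reads on a HiSeq2000. They aligned the reads with Bowtie2 to the cDNA of Callithrix jacchus and counted them with HTSeq, per gene by the methods of the paper, while the deposited table has 1 row per transcript. This table holds normalized gene expression for 46137 Ensembl transcripts. Its values are whole numbers that sum to between 18049539 and 18053221 in every library, so they are counts scaled to a common total and rounded, and not raw counts. The paper states 30 to 35 M reads per sample. From the regular steps between the low values, the counted reads behind the deposited values were estimated at 19.8 to 21.7 M in the fibroblasts (median 20.5), 14.8 to 17.5 M in the ES cells (median 15.1) and 11.9 to 19.5 M in the iPS cells (median 15.8). A gene symbol was at hand for 36791 transcripts. Rows of the same gene can share reads, as can genes with near-identical copies or pseudogenes.

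Single genes were compared by an exact two-sided permutation test on log2(value + 1). All transcripts with a value of at least 10 in at least 4 libraries were tested with limma on the same scale, with Benjamini-Hochberg adjustment. A transcript passed at an adjusted p under 0.05 and a difference of at least 4-fold, which is the filter of the paper. Differences on this scale understate the change of genes with low values. Coordinates are those of the deposited table, which names no genome build.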

For quantification, we compared the total expression levels of the core pluripotency factors *NANOG*, *OCT4A* and *SOX2* [50] in the iPS cells (DPZcj_iPSC1), the ES cell line cjes001 and marmoset skin fibroblasts based on deep sequencing data. All three genes were higher expressed in iPS cells than in ES cells, while no expression was detected in fibroblasts (Fig. 2D). 

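NANOG, POU5F1 and SOX2, the transcription factors at the core of the pluripotency network, were high in iPS cells and ES cells. NANOG and POU5F1 stood at a few reads in fibroblasts, and SOX2 at a low level. NANOG (ENSCJAT00000037278, chromosome 9, 20166985 to 20173162) had a normalized expression of 4001 ± 1361 (SD, n = 4) in iPS cells, 2918 ± 1863 (SD, n = 4) in ES cells and 3.33 ± 1.86 (SD, n = 6) in fibroblasts. OCT4A, taken as the POU5F1 transcript ENSCJAT00000038871 (chromosome 4, 31626192 to 31633068), had 5610 ± 1384 (SD, n = 4) in iPS cells, 4613 ± 2598 (SD, n = 4) in ES cells and 5.5 ± 1.64 (SD, n = 6) in fibroblasts. SOX2 (ENSCJAT00000016325, chromosome 15, 3410766 to 3412178) had 2063 ± 257 (SD, n = 4), 1103 ± 498 (SD, n = 4) and 48.2 ± 12.6 (SD, n = 6), with 32 to 68 in the fibroblast cultures. A value of 3 reads corresponds to 2.50 to 2.74 units in the fibroblast libraries.

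Every iPS and ES cell library lay above every fibroblast library for all 3 genes (exact permutation test, p = 0.00476, the smallest that 4 libraries against 6 allow). The log2 difference of iPS cells from fibroblasts was 9.91 for NANOG, 9.76 for OCT4A and 5.42 for SOX2. For ES cells it was 9.31, 9.34 and 4.43. Between iPS and ES cells, the log2 difference was 0.60 for NANOG (exact permutation test, p = 0.286), 0.42 for OCT4A (p = 0.429 by the same exact test) and 0.99 for SOX2 (p = 0.0571 by the same exact test), where the smallest p of 4 libraries against 4 is 0.0286. The means of all 3 genes were higher in iPS cells, but by the exact test none of these differences passed a threshold of 0.05. By limma, SOX2 had an adjusted p = 0.0345 (standard error 0.265), with a difference below 4-fold. ES cells at passage 96 had the highest ES cell value of each gene, with 5523 for NANOG, 8109 for OCT4A and 1812 for SOX2. Without this library the log2 difference of SOX2 was 1.26 (exact permutation test, p = 0.0286), and those of NANOG and OCT4A were larger as well. Passage 96 lay within the iPS cell range for SOX2 (1715 to 2264) and NANOG (2639 to 5609), and above the highest iPS cell value of OCT4A, 7286. Among the ES cell libraries it also had the lowest mean log2 value over fibroblast and extracellular matrix genes, 11.0 against 11.8 to 12.3. Whether RNA of other cells lowers the values of the other ES cell libraries was not tested. The values do not separate endogenous transcripts from those of the cassette, which uses marmoset sequences, and NANOG and POU5F1 have pseudogenes that may share reads with them.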

To discriminate between endogenous expression and exogenous expression from the reprogramming cassette and to compare relative expression levels of the reprogramming cassette between the different iPS cell lines, we performed real-time quantitative PCR analyses. Compared to DPZcj_iPSC1, expression of the reprogramming cassette was 2.5 to 3.5-fold higher in the remaining five iPS cell lines (DPZcj_iPSC2–6). The latter ones were in much lower passages when the analyses were performed than the DPZcj_iPSC1 line. Expression levels of endogenous *SOX2* were reversed compared to the expression level of the reprogramming cassette. Compared to ES cells, expression of endogenous *SOX2* was about 50% in DPZcj_iPSC1. Endogenous *SOX2* expression levels of the remaining iPS cells were in the range of 10–23% of the reference ES cell line. The expression levels of endogenous *LIN28* in the iPS cells were comparable to ES cells (range 56%- 93%). Expression levels of endogenous *NANOG* of the iPS cell lines 2–6 exceeded the respective expression level of ES cells 2.5 to 3.5-fold, while theDPZcj_iPSC1 line exhibited 70% of the ES cell *NANOG* expression. Due to a short 5′ UTR of the *OCT4* mRNA, it was impossible to design a reliable qPCR primer which specifically detected endogenous *OCT4A*. Hence, our analyses were limited to either simultaneous detection of both endogenous *OCT4* isoforms, i.e. *OCT4A* and *OCT4B*, or to the detection of the total mRNA encoding the pluripotency-associated *OCT4A* isoform, irrespective of its endogenous or exogenous origin. The total *OCT4A* mRNA expression level in the iPS cell line DPZcj_iPSC1 was slightly higher than that in the ES cells, confirming the quantification results obtained by deep sequencing (Fig. 2D), whereas it was slightly reduced in the five remaining iPS cell lines compared to the ES cell line. However, all mRNA expression levels were generally in the same range in the pluripotent cell lines, while, importantly, all factors were undetectable in fibroblasts.

**Fig 2:**
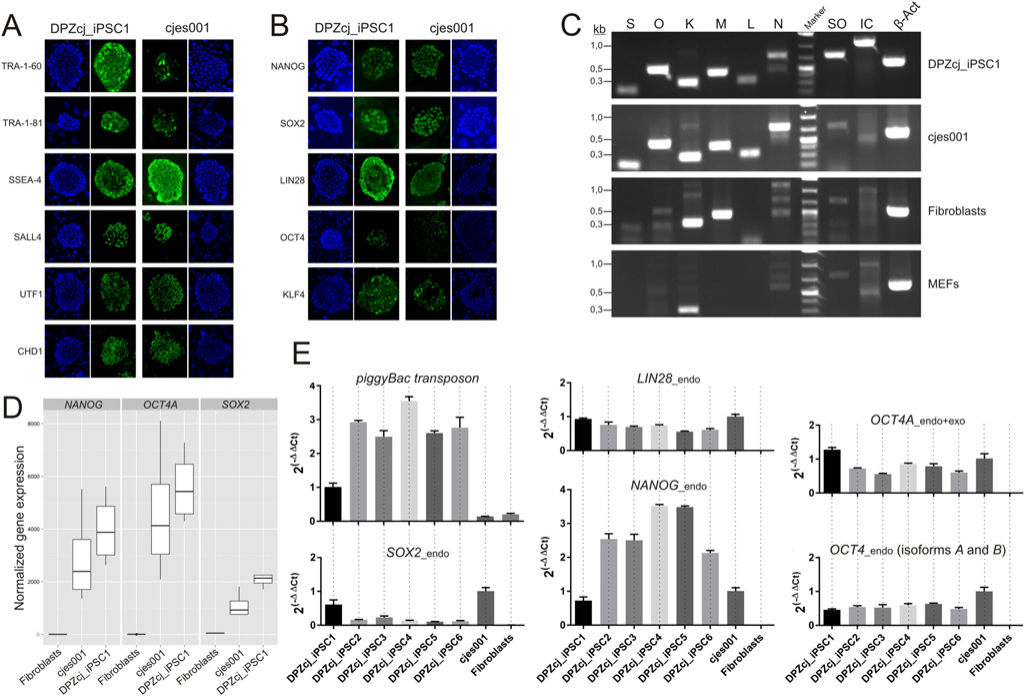
Expression of pluripotency markers. **A and B**) Immunofluorescence staining of iPS cell colonies. Immunofluorescence shows similar expression of several pluripotency factors in the generated iPSCs and in the ES cell line cjes001 indicating reactivation of the endogenous pluripotency factors in the iPS cell line (left). Also expression of the reprogramming factors delivered by the *piggyBac* transposon is detectable. **C)** PCR analysis of the generated iPSCs for expression of endogenous reprogramming factors. Primer pairs specific for endogenous factors (S, O, K, M, L, N) or the reprogramming cassette (SO, IC) were used. Analysis was done with cDNA from the generated iPS cell line DPZcj_iPSC1, an established ES cell line (cjes001), primary fibroblasts and mouse feeder cells (MEFs). As loading control, a fragment of *β-ACTIN* was amplified. S, *SOX2*; O, *OCT4*; K, *KLF4*; M, *c-MYC*; L, *LIN28*; N, *NANOG*. The six reprogramming factors are expressed endogenously by the iPS cell line. As expected, *KLF4* and *c-MYC* were also detected in cDNA from primary fibroblasts. Because of high sequence similarity, *Klf4* was also amplified from mouse feeder cell cDNA. Expression of the reprogramming cassette was only detected in the iPSCs. **D)** Boxplot of *NANOG*, *OCT4* and *SOX2* normalized gene expression for fibroblasts, ESCs, and iPSCs. Only the pluripotency associated isoform of *OCT4* (*OCT4A*) was selected for comparison, although the other transcript isoforms show similar expression profiles (data not shown). The upper whisker extends from the hinge to the highest value that is within 1.5 * IQR of the hinge, where IQR is the inter-quartile range, or distance between the first and third quartiles. The lower whisker extends from the hinge to the lowest value within 1.5 * IQR of the hinge. Boxplot generated by ggplot2 [51]. **E)** Real-time PCR for pluripotency markers expressed ectopically from the reprogramming cassette and endogenously. Levels of mRNA for the reprogramming cassette (*Transposon*), *SOX2*, *LIN28*, *NANOG*, and *OCT4* in all six generated iPS cell lines (DPZcj_iPSC1–6) and in marmoset skin fibroblasts were compared to the levels in the established embryonic stem cell line cjes001. qPCR was performed on RNA isolated from triplicate cultures. The relative level ± SEM is shown for each cell line. To determine RNA levels of genes expressed endogenously, where possible, primer pairs were used with one of the primers annealing to an untranslated region of the mRNA.

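The deposited table holds 4 POU5F1 transcripts, and each was high in both pluripotent cell types and near the floor in fibroblasts. ENSCJAT00000038863 (chromosome 4, 31626199 to 31628046) had a normalized expression of 3317 ± 782 (SD, n = 4) in iPS cells, 2737 ± 1575 (SD, n = 4) in ES cells and 3.83 ± 1.72 (SD, n = 6) in fibroblasts. ENSCJAT00000038869 (31626448 to 31633014 on the same chromosome) had 2822 ± 679 in iPS cells, 2430 ± 1469 in ES cells and 2 ± 1.26 in fibroblasts (SD, same n). ENSCJAT00000063583 (31626682 to 31822630) had the lowest values, with 769.5 ± 123 in iPS cells, 673 ± 368 in ES cells and 0.667 ± 0.816 in fibroblasts.

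Between iPS and ES cells the log2 differences of these 3 transcripts were 0.43 (exact permutation test, p = 0.4), 0.38 (p = 0.486) and 0.36 (p = 0.514), so none was larger than the spread between passages. Their log2 differences of iPS cells from fibroblasts were 9.49, 9.95 and 8.98, and those of ES cells 9.06, 9.57 and 8.62, all without overlap between the groups (exact permutation test, p = 0.00476). The 4 rows overlap on the chromosome, so reads may be shared between them and the level of a single isoform is uncertain.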

Searching the ENSEMBL database for *OCT4* transcripts revealed an additional *OCT4* transcript (ENSCJAT00000038869) which contains the pluripotency-associated *OCT4A-*specific exon 1 and encodes a truncated OCT4A form consisting of only 174 amino acids instead of 360 amino acids. This truncated form, which differs only in 2 nucleotides from the normal *OCT4A* transcript, has to our knowledge not been functionally characterized. It is not possible to discriminate between the two isoforms by conventional PCR analyses; only TaqMan Assays would allow discrimination between them. In case that this transcript was also present in our cells, it was co-amplified with the primers designed to detect *OCT4A*. Total endogenous *OCT4* (*OCT4A* plus *B)* levels were slightly lower in the iPS cell lines compared to the ES cell line. None of the pluripotency factors analyzed was expressed in marmoset fibroblasts.

### Differentiation assays demonstrate pluripotency

To investigate the *in vitro* differentiation potential of the iPS cells, embryoid bodies were generated, plated on cell culture dishes for 8 days, and differentiated outgrowths were analyzed for expression of markers of the three germ layers. The outgrowths showed immunofluorescence signals for the ectodermal marker β-Tubulin 3 (β-TUB III), the endodermal marker α-fetoprotein (AFP), as well as the mesodermal marker α-smooth muscle actin (SMA) (Fig. 3A). ES cells were used as positive control. To investigate the *in vivo* differentiation potential, we injected the iPS cells into RAG/C mice. 16 weeks after injection, one out of two mice developed a tumor at the injection site with a diameter of about 1 cm. The tumor tissue was histologically analyzed and expression of markers of the three embryonic germ layers was immunohistochemically analyzed. Detection of SOX9 (endodermal epithelium), β-Tubulin 3 (β-TUB III, ectoderm), and smooth muscle actin (SMA, mesoderm) indicates pluripotency (Fig. 3B).

**Fig 3:**
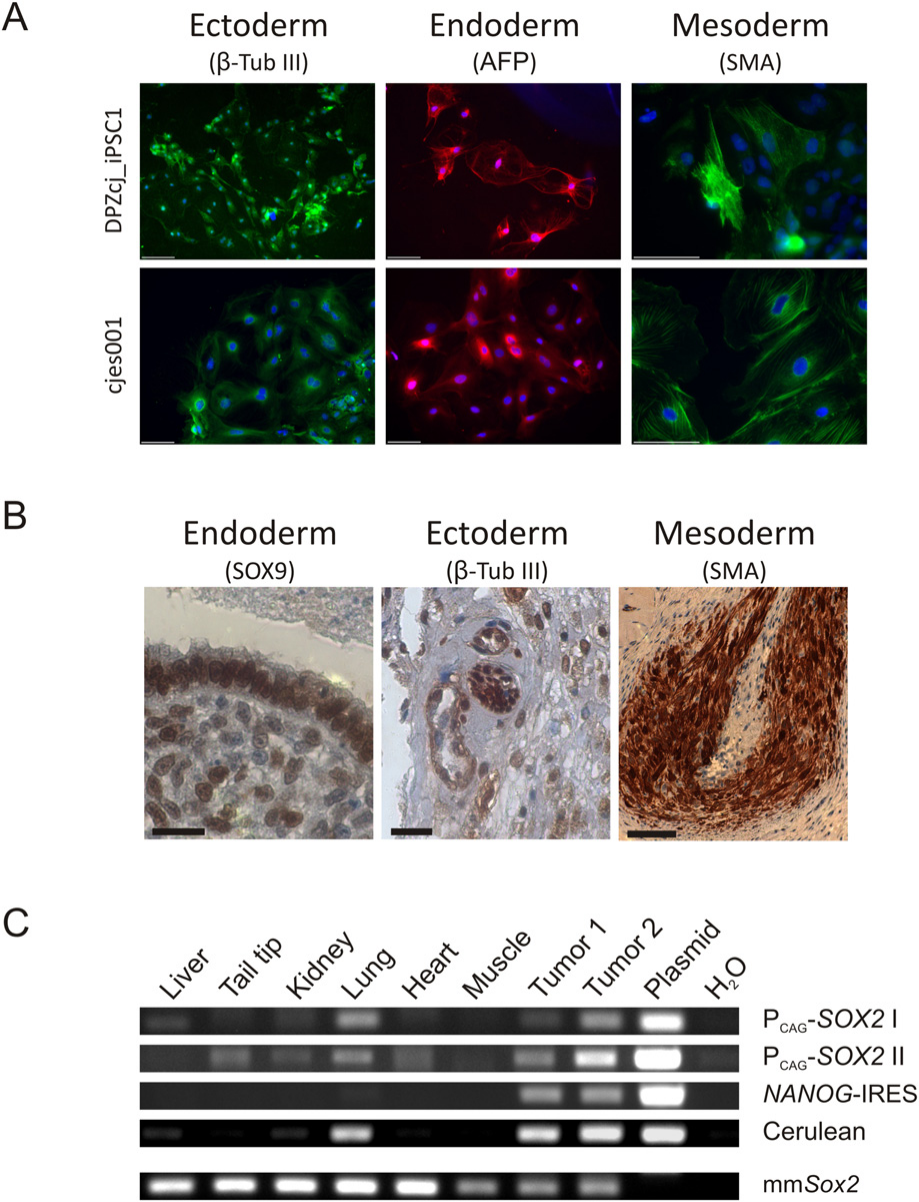
Testing of pluripotency. **A**) Immunofluorescence stainings of EB outgrowths. Embryoid bodies from the iPS cell line DPZcj_iPSC1 and an established ES cell line (cjes001) were plated and outgrowths were analyzed for expression of markers of the three germ layers: β-Tubulin 3 (β-Tub III), α-fetoprotein (AFP) and smooth muscle actin (SMA). EB outgrowths show positive staining for all markers. Antibodies were successfully tested also on native tissue by conventional immunohistochemistry (data not shown). Bars = 100 μm. **B)** Immunohistochemical analysis of a teratoma. Tumor tissue was analyzed for expression of markers of the three germ layers: SOX9, β-Tubulin 3 (β-Tub III), and smooth muscle actin (SMA). The tumor shows positive staining for all markers and was classified as teratoma. Bars = 100 μm **C)** PCR analysis of genomic DNA from the teratoma and several mouse tissues for presence of the reprogramming cassette. Two tissue pieces were dissected out of the teratoma (Tumor 1+2). As positive control, the reprogramming construct pTT-PB-SOKMLN (Plasmid) was used as template. Different primer pairs specific for the reprogramming cassette were used. As control, a fragment of the murine *Sox2* ORF (mm*Sox2*) was amplified. Injected cells seem to be present also at other sites than the injection site.

### Injected iPS cells invade different tissues and organs apart the injection site

To confirm that the injected iPS cells developed the teratoma tissue, we performed PCR analysis of gDNA isolated from two tumor tissue samples taken from different sites of the tumor. We used multiple primer pairs specific for the reprogramming cassette. Besides teratoma tissue, we also analyzed liver, tail tip, kidney, lung, heart, and muscle of the recipient mouse (Fig. 3C). In both tumor biopsy samples (Tumor 1 and 2), the reprogramming cassette was detected with all four primer pairs tested. Importantly, the reprogramming cassette was also detected in mouse tissues remote from the injection site (inguinal region). The different PCR assays exhibited different sensitivities depending on the primer pairs. One of the primer pairs detected the reprogramming cassette in gDNA of all analyzed mouse tissues except for liver and muscle. Three out of four primer pairs detected the cassette in lung gDNA (Fig. 3C). The PCR analysis clearly shows that iPS cells (or at least genomic DNA from them) are present at other sites in the mouse body than the injection site. A preferred site of iPS cell settlement appears to be the lungs.

### The transcriptomes of the marmoset iPS cells and ES cells are similar

Reprogramming of fibroblasts to iPS cells involves a massive change of the cellular program, which is reflected by the cells’ transcriptomes. To reveal global differences and similarities between primary fibroblasts initially used for reprogramming, established marmoset ES cells and the iPS cell line, whole transcriptome analyses were performed by deep sequencing. 

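COL1A2, a chain of type I collagen, was the highest transcript in each of the 6 fibroblast cultures, at 127633 to 228664 units. Over a list of 41 fibroblast and extracellular matrix genes, the mean log2 value per culture lay between 12.5 and 12.8. Over a list of 33 pluripotency genes outside the cassette it lay between 4.27 and 4.50.

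The principal components were computed from log2(value + 1) of the 15379 transcripts with the highest variance, centred and not scaled, which is the share of transcripts given in the legend of Fig. 4A. Component 1 took 78.5% of the variance and component 2 took 8.18%. The fibroblast libraries lay at 197 ± 4.09 on component 1 and 2.30 ± 1.96 on component 2 (SD, n = 6). Their mean distance from their own centre was 3.41 ± 2.57, and culture cj11 lay farthest out, at 7.73. The Pearson correlation between pairs of fibroblast libraries was 0.979 on average over 15 pairs.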

Principle component analysis (PCA) provides a general overview (Fig. 4A): Primary fibroblast samples closely clustered together. ES cells as pluripotency reference were clearly separated from the fibroblasts, although the ES cell transcriptomes had a higher data variance regarding component 2 than the transcriptomes of fibroblasts. 

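The ES cell libraries combined a high level of pluripotency genes with a level of matrix genes that differed between passages. Part of the matrix RNA, here and in the iPS cell libraries, may come from feeder cells or other cells, which the values do not separate. The list of pluripotency genes outside the cassette had a mean log2 value of 8.61 at passage 83, 9.43 at passage 91, 8.97 at passage 94 and 10.0 at passage 96. The list of fibroblast and extracellular matrix genes had 12.1, 11.8, 12.3 and 11.0 in the same order. COL3A1, a fibrillar collagen, was at 212355, 127049, 173550 and 27304 units.

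On component 1 the ES cells lay at −154 ± 7.98 (SD, n = 4), a difference of −351 from the fibroblasts (exact permutation test, p = 0.00476). On component 2 they lay at 59.2 ± 61.1, with 117 at passage 83, 94.1 at passage 94, 47.6 at passage 91 and −21.7 at passage 96. Their mean distance from their own centre was 46.7 ± 29.9. It exceeded that of the fibroblasts by 43.3 (exact permutation test, p = 0.00476), and by 84540 on the deposited linear values (exact permutation test, p = 0.105). It was above that of the iPS cells, 19.7 ± 13.8 (SD, n = 4), by 27.0 (exact permutation test, p = 0.143), which is within the spread.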

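In the iPS cells the pluripotency genes outside the cassette had a mean log2 value of 10.2, 10.0, 9.73 and 9.81 at passages 18, 19, 22 and 24. The fibroblast and extracellular matrix genes had 10.5, 10.7, 11.5 and 11.0 in the same order. Of the most abundant transcripts, HSP90AA1, a chaperone, was the highest at passage 18, at 33043 units, and COL1A1, a chain of type I collagen, the highest at passage 22, at 77686 units. COL1A1 has several transcript rows that may share reads.

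The iPS cells lay at −142 ± 11.2 on component 1 (SD, n = 4), a difference of −339.6 from the fibroblasts (exact permutation test, p = 0.00476, the smallest that 4 libraries against 6 allow). Every iPS cell library lay between −152 and −126 and every fibroblast library above 189. On this component the ES cells at passage 96, at −142, lay within the range of the iPS cells, and the difference between iPS and ES cells was 11.5 (exact permutation test, p = 0.114).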

Induced PS cells were also clearly separated from fibroblasts and overlapped with ES cells. Importantly, regarding the more indicative component 2 (50.73%), the scatter was very low between ES and iPS cells (Fig. 4A). 

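On component 2, most matrix genes had positive loadings and pluripotency genes had negative ones. The component did not order the cell types by these lists. Fibroblasts, highest in the matrix list, lay at 2.30, between the ES cells at 59.2 and the iPS cells at −62.6. Among transcripts with a symbol, GC had the most negative loading (−0.0393) and ASPN the most positive (0.0233). Of the 33 members of the fibroblast and extracellular matrix list that entered the analysis, 31 had a positive loading on component 2, as had 17 of 22 genes of bone morphogenesis and 15 of 18 HOX genes, which encode positional transcription factors. Of 32 pluripotency genes outside the cassette and of 11 genes of DNA methylation and chromatin, 0 had a positive loading. Endoderm genes had a positive loading in 4 of 21 cases.

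The iPS cells lay at −62.6 ± 24.2 on component 2 (SD, n = 4), from −95.9 at passage 18 to −38.0 at passage 22. Their mean was 122 below that of the ES cells (difference −122, exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow), and no iPS cell library lay within the range of the ES cells. The difference of the iPS cells from the fibroblasts was −64.9 (exact permutation test, p = 0.00476), and that of the ES cells was 56.9 (exact permutation test, p = 0.0333).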

For further analysis, transcripts were assigned to functional groups, and an enrichment test for gene ontology (GO) terms (corresponding to the functional groups) was performed (Fig. 4B). 

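The largest increase between fibroblasts and iPS cells was that of EPCAM, an epithelial cell adhesion molecule (chromosome 14, 60429704 to 60440930), with 9255 ± 1391 (SD, n = 4) in iPS cells and 1.5 ± 1.05 (SD, n = 6) in fibroblasts. Its log2 difference was 11.97 (standard error 0.314, adjusted p = 2.54e-11 from limma). CD48, a surface protein of the immunoglobulin family, was higher by 10.76 on the log2 scale (standard error 0.327), PYY, a gut peptide hormone, by 10.55 (standard error 0.308) and CRIPTO, a coreceptor of NODAL with pseudogenes that may share reads, by 10.60. ACKR4, an atypical chemokine receptor (chromosome 17, 43713976 to 43718724), had 1.75 ± 3.5 in iPS cells and 809 ± 405 in fibroblasts, the largest fall, with a log2 difference of −8.80 (standard error 0.541, adjusted p = 1.94e-08). Culture cj3 had 1614 units of ACKR4 against 509 to 737 in the other cultures, and iPS cells at passage 19 had 7 against 0 in the others. TNFAIP6, a hyaluronan-binding protein, followed at −6.60 (standard error 0.273) and IGFBP3, which binds insulin-like growth factors, at −6.59 (standard error 0.341).

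Of 38861 transcripts tested, 6048 were higher and 1140 lower in iPS cells, of 2473 and 527 genes with a symbol. The median log2 difference of all transcripts was 0.38. It was 0.05 after rescaling by median ratios, with 5097 higher and 1611 lower, and −0.10 after quantile normalization, with 3329 higher and 2694 lower, so the share of higher transcripts depended on the scaling.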

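Of 33 tested pluripotency genes outside the cassette, 30 were higher in iPS cells than in fibroblasts and none lower, among them ZFP42 (9.59 on the log2 scale) and LIN28B (8.33). The list as a whole was higher (camera, adjusted p = 7.52e-12, and adjusted p = 0.114 with an estimated correlation). Of the 6 cassette factors, 5 were higher and MYC, at 1.59, did not reach 4-fold (adjusted p = 0.00104, and 0.239 with an estimated correlation). Of 41 fibroblast and extracellular matrix genes, 20 were lower and 2 higher (adjusted p = 5.32e-11, and 0.239 with an estimated correlation). The log2 difference was −5.13 for TWIST2, a mesenchymal transcription factor, −4.52 for FAP, a protease of activated fibroblasts, −4.33 for DCN, a small proteoglycan, and −4.22 for COL6A2. DCN was lower in culture cj3 than in the other cultures, at 15246 units. Of 18 germ cell genes, 11 were higher and none lower, and 8 were higher after rescaling by median ratios or quantile normalization. Among the 11 were PIWIL1, which binds small RNAs in the germ line (9.10), and DPPA3 (5.83), which has pseudogenes (adjusted p = 0.00420, and 0.114 with an estimated correlation). Of 22 genes of DNA methylation and chromatin, 11 were higher and none lower, including the methyltransferase DNMT3B (7.13) and TET1 (4.81; adjusted p = 0.00104, and 0.266 with an estimated correlation).

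Genes of the germ layers also differed. Of 22 endoderm genes, 14 were higher and 1 lower, among them APOA1 (8.04) and HNF4A (6.89; adjusted p = 0.0153, and 0.239 with an estimated correlation). HNF4A was listed at 0 in culture cj4. Of 18 mesoderm genes, 9 were higher and 2 lower, with T, the transcription factor of the primitive streak, at 6.62 (adjusted p = 0.0330, and 0.239 with an estimated correlation). Of 34 proliferation genes, 2 were higher, CCNE1 (2.32) and BUB1 (2.07), and none lower (adjusted p = 0.0337, and 0.648 with an estimated correlation), with 0 higher after rescaling by median ratios. Of 26 genes of antigen presentation and interferon response, 5 were higher and 5 lower. B2M, the light chain of class I molecules, had −3.53 and IFI6 −5.70, while CD74 had 5.93 (adjusted p = 0.0173, and 0.385 with an estimated correlation).

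By camera the other lists did not pass as a whole. Fry, which does not compare a list with other genes, called each of them (adjusted p of at most 0.00185) except the HOX genes (adjusted p = 0.340). Cell adhesion genes were higher in 15 and lower in 6 of 42 cases, including the cadherin CDH3 (8.96), CLDN7 (8.86) and DSP of the desmosome (8.69). Their median was 0.20 and their mean 1.24, while camera gave the lower direction (adjusted p = 0.572), and the median was −0.13 after rescaling by median ratios. G protein-coupled receptors were higher in 17 and lower in 6 of 39 cases, such as CELSR2 (5.64) and CCKBR (5.63). Ion transport genes were higher in 11 and lower in 3 of 32 cases, and in 6 each after quantile normalization, with the cation channel TRPC4 at 4.69 and the potassium channel KCNJ2 at −4.50. Their median was 0.36, while camera gave the lower direction (adjusted p = 0.666). Of 14 iron transport genes, 4 were higher and 2 lower, with MFI2 at 5.39 and CYBRD1 at −5.01. Cardiac genes were higher in 13 and lower in 4 of 26 cases, with NPPB at 5.79 and MYOCD at −4.31. Bone genes were higher in 11 and lower in 1 of 25 cases, with BMP7 at 7.27 and COL2A1 at 7.21. BMP7 had 6 units in culture cj12 and 2 to 3 in the others. Neuroectoderm genes were higher in 6 and lower in 0 of 24 cases, with SOX1 at 6.62. Trophoblast genes were higher in 10 and lower in 1 of 21 cases, with KRT18, which has pseudogenes, at 6.24. Imprinted genes were higher in 5 and lower in 1 of 16 cases, with MEST at 5.66 and PEG3 at 4.67. Of 28 genes of hypoxia and glycolysis, 5 were higher, with ALDOC at 4.67, and of 20 p53 targets, 4 were lower, with CDKN1A at −2.82, a median of 0.08 and a mean of −0.36. HOX genes were higher in 2 and lower in 3 of 30 cases, with HOXB2 at −2.47, and 0 higher and 7 lower after quantile normalization. Of 12 markers of keratinocytes, endothelium, blood and melanocytes, 5 were higher, with PECAM1, which pluripotent cells also express, at 9.39. After quantile normalization the iron transport genes had 2 higher and 2 lower, the genes of hypoxia and glycolysis 3 and 0 and those of antigen presentation and interferon response 2 and 5. With the same scaling, G protein-coupled receptors had 13 and 9. Neuroectoderm genes had 4 and 0, with a median of 0.07 against 1.14 as deposited. Each of the counts as deposited was the same when adjusted over the list alone. A list of 12 Y-linked genes had 1 member in the table and was not tested as a set.

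**Figure D1:**
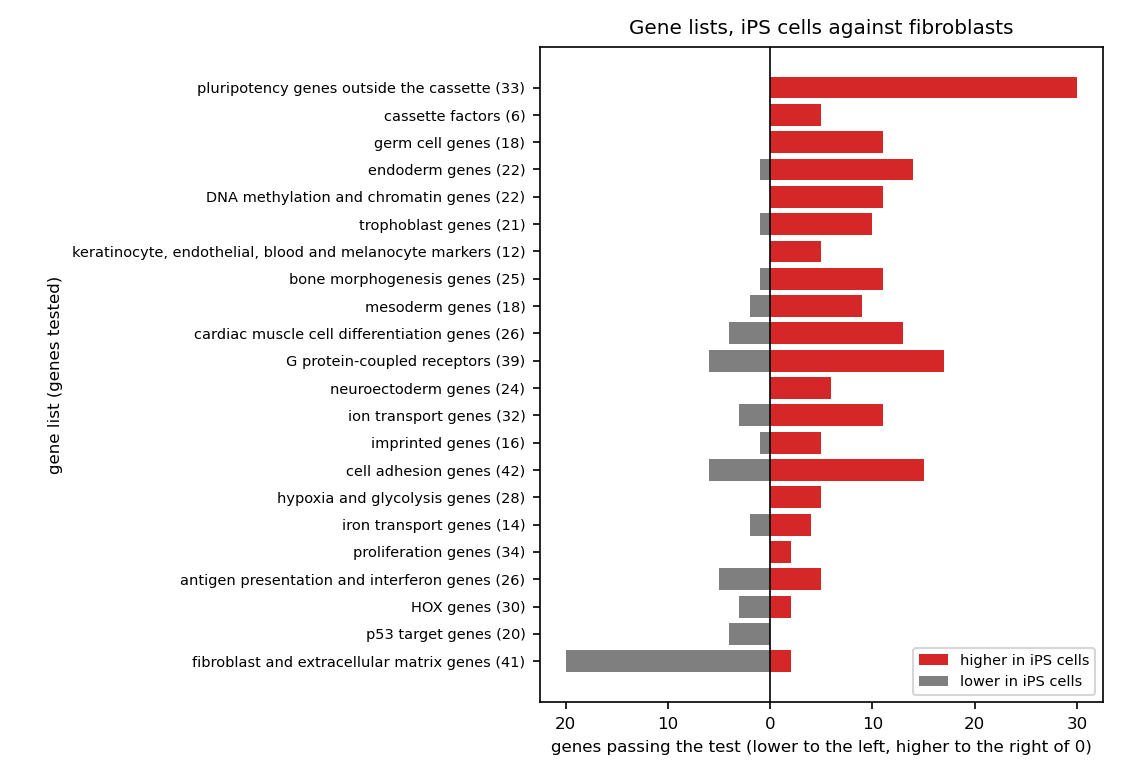
Number of genes of each list that were higher (right of 0) or lower (left of 0) in iPS cells than in fibroblasts at an adjusted p under 0.05 and at least 4-fold, with the number of tested genes in parentheses. The pluripotency list has 30 higher genes and none lower, and the fibroblast and extracellular matrix list has 20 lower and 2 higher. Quantile normalization gives the ion transport genes 6 higher and 6 lower, and the HOX genes 0 higher and 7 lower.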

Between the generated iPS cells and the starting material, i.e. primary fibroblasts, 50 GO terms were identified based on statistically significant differential gene expression (Fig. 4B). In contrast, only four GO terms were found to be different between the novel iPS cells and ES cells (with a lower FDR values compared to the iPS cell—fibroblast comparison). These data clearly demonstrate a shift from the somatic fibroblast transcriptome to the “pluripotent transcriptome” reflecting the switch of the cellular program during reprogramming. 

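OTC and GC, which are known from the liver, had the largest differences between iPS cells and ES cells. OTC, an enzyme of the urea cycle (chromosome X, 37123158 to 37196079), had 536.5 ± 277 (SD, n = 4) in iPS cells and 4 ± 3.56 (SD, n = 4) in ES cells, a log2 difference of 7.04 (standard error 0.652, adjusted p = 0.000954 from limma). GC, the vitamin D-binding protein (chromosome 3, 122884938 to 122921608), had 2188 ± 1361 and 27.8 ± 32.1, a log2 difference of 6.68 (standard error 0.724, adjusted p = 0.00181). GC was listed at 0 in the fibroblasts except for 2 units in culture cj12. AKR1C1, an aldo-keto reductase whose near-identical relatives may share its reads, was higher in iPS cells by 6.56, ADTRP by 6.15 and the oxidase NOX1 by 5.72 on the log2 scale. S100G, a calcium-binding protein (chromosome X, 14807244 to 14810937), had the largest difference in the other direction, with 65.3 ± 30.9 in iPS cells and 844 ± 554 in ES cells (log2 difference −3.50, standard error 0.561, adjusted p = 0.00842).

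Of 22 endoderm genes, 7 were higher in iPS cells and none lower. They included the transcription factors HNF4A (5.09 on the log2 scale), EOMES (3.85) and SOX17 (3.65), with camera giving an adjusted p = 0.000156 for the list, and adjusted p = 0.660 with an estimated correlation. Of 21 trophoblast genes, 5 were higher and none lower, including HAND1 (4.33), the hormone subunit CGA (3.42, with 38 units at passage 22 and 11 to 12 in the other iPS cell libraries), GATA3 (3.27) and ENPEP (2.48). Of 18 mesoderm genes, 4 were higher and 1 lower, with T at 2.61, WNT3, which had 17 units in ES cells at passage 96 and 4 to 5 in the other ES cell libraries, at 2.50, CDX1 at 2.20 and the lower gene MEOX1, named after its value was seen, at −2.05. Cardiac genes were higher in 3 of 26 cases, with GATA6 at 3.06 and TBX3 at 2.03. Their median was −0.19 and their mean 0.23. GATA6 had 583 units in iPS cells at passage 19 and 890 to 963 in the others. Germ cell genes were higher in 2 of 18 cases, PIWIL1 (3.83) and DND1 (2.47). Ferroportin, SLC40A1, was the only higher gene of 14 iron transport genes, at 3.12, with 208 units in iPS cells at passage 19 and 349 to 384 in the others. Also higher were ITGA2 (2.27) and DSC2 (2.04) of 42 cell adhesion genes, DNMT3L (2.70) of 22 chromatin genes, DIRAS3 (2.22) of 16 imprinted genes and the endothelial receptor TEK (2.52) of 12 markers of other cell types. Of 26 genes of antigen presentation and interferon response, BST2 was higher (2.07) and ISG15 lower (−2.32). Among the 10 largest falls were those of BCL2A1 (−2.78), TYROBP, a signalling adaptor of myeloid cells (−2.73), its partner receptor TREM2 (−2.70) and PIK3CG (−2.44). OAS1, of a family with shared sequence, was at −2.98 and DHRS9 at −3.22. The counts did not change when adjusted over the list alone, except that 1 marker of other cell types was lower as well.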

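None of the 33 pluripotency genes outside the cassette, of the 6 cassette factors or of the 41 fibroblast and extracellular matrix genes reached both an adjusted p under 0.05 by limma and 4-fold between iPS and ES cells. At that adjusted p and any fold, 8 pluripotency genes were higher and 1 lower, 3 cassette factors were higher and 0 lower, and 1 matrix gene was higher and 12 lower. At an unadjusted p under 0.05 and any fold, 22 pluripotency genes were higher and 1 lower, 3 cassette factors were higher and 0 lower, and 1 matrix gene was higher and 23 lower. The median log2 difference was 0.65 for the pluripotency genes (camera, adjusted p = 0.00124, and adjusted p = 0.660 with an estimated correlation) and 0.80 for the cassette factors (adjusted p = 0.0697). It was −0.95 for the matrix genes (adjusted p = 6.58e-08, and 0.660 with an estimated correlation). Proliferation genes had a median of 0.74 over 34 genes (adjusted p = 1.76e-05), HOX genes −0.85 over 30 (adjusted p = 0.000234), neuroectoderm genes −0.53 over 24 (adjusted p = 0.000900), bone genes −1.06 over 25 (adjusted p = 0.00435) and genes of antigen presentation and interferon response −0.50 (adjusted p = 0.00124). The chromatin genes had a median of 0.39 (adjusted p = 0.00156). With an estimated correlation the adjusted p was 0.660 for each of these lists. By fry the adjusted p was 0.0915 for pluripotency genes, 0.0869 each for matrix and proliferation genes and 0.28 for HOX genes. It was 0.282 for bone genes and 0.0792 for genes of antigen presentation and interferon response. Fry called the endoderm (0.000868), trophoblast (0.0109), chromatin (0.0109), neuroectoderm (0.031) and iron transport genes (0.0328). The number of genes past both thresholds was 0 for each of the proliferation, HOX, neuroectoderm and bone lists, with 25, 0, 2 and 4 genes higher and 0, 8, 10 and 11 lower at an unadjusted p under 0.05. It was also 0 for G protein-coupled receptors, ion transport, hypoxia and glycolysis and p53 targets, with 7, 7, 5 and 9 higher and 7, 7, 4 and 2 lower at that p. At an adjusted p under 0.05 and any fold, the 8 lists in this order had 10, 0, 1, 2, 2, 1, 3 and 4 genes higher and 0, 1, 7, 4, 5, 2, 2 and 2 lower. The hypoxia and glycolysis genes had a median of 0.21, while camera gave the lower direction (adjusted p = 0.944).

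In all, 333 of 38861 transcripts were higher in iPS cells and 48 lower, of 161 and 30 genes. ES cells at passage 96 lay apart from the other ES cell libraries and had the lowest mean of the matrix list among the ES cell libraries. Without passage 96, 789 transcripts passed, 435 higher and 354 lower. In an alternative chosen after the data were seen, iPS cells against ES cells at passage 96 alone, 330 passed, 264 higher and 66 lower, where the lone library was assumed to vary like the iPS cell libraries. With array weights 593 passed, 339 higher and 254 lower, and without iPS cells at passage 18 or 24 the number was 221 or 242. T, WNT3, CDX1, TBX3, BST2, DIRAS3, CGA, DND1, DNMT3L, ITGA2, DSC2, OAS1, DHRS9, BCL2A1, TYROBP, TREM2 and PIK3CG did not pass under every alternative.

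**Figure D2:**
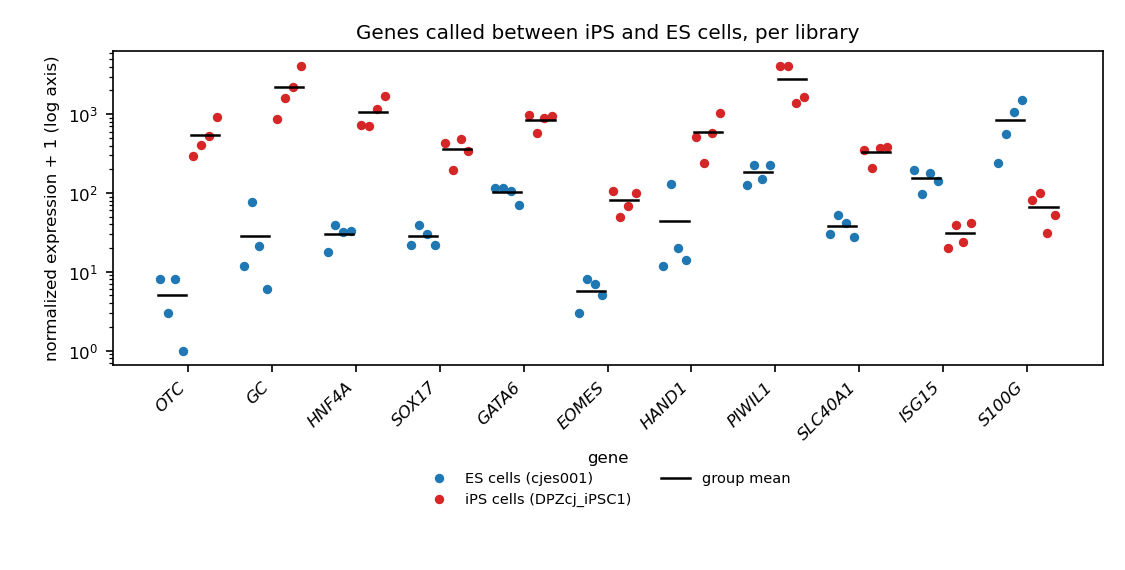
Normalized expression plus 1, on a log axis, of 11 genes that differed between iPS and ES cells. Each point is 1 library (4 per group) and each bar the group mean. OTC has a mean of 536.5 in iPS cells and 4 in ES cells, while S100G and ISG15 are lower in iPS cells.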

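ES cells, the pluripotent reference, differed from fibroblasts at many of the genes that mark pluripotent cells, and also at genes known from other cells, such as LYZ. EPCAM had 4676 ± 2639 (SD, n = 4) in ES cells, a log2 difference of 10.82 from the fibroblasts (standard error 0.423, adjusted p = 4.95e-09 from limma). LYZ, the lysozyme of myeloid cells, had 2203 ± 1273 and a log2 difference of 10.44 (standard error 0.462), and FMOD, a collagen-binding proteoglycan, 5148 ± 3350 and 9.94 (standard error 0.527). SLC7A3, an amino acid transporter, had a log2 difference of 9.59. The largest falls were those of ACKR4 (−7.37), EPGN, an epidermal growth factor relative (−7.08), and NEBL (−6.62).

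Of 33 pluripotency genes outside the cassette, 29 were higher and none lower, such as ZFP42 at 8.57 and LIN28B at 7.68 (camera, adjusted p = 2.23e-11, and adjusted p = 0.456 with an estimated correlation). DPPA2, listed at 0 in all 6 fibroblast cultures, had 244 ± 151 in ES cells, at least 89-fold above the value of 3 reads in a fibroblast library. Of the 6 cassette factors, 5 were higher (adjusted p = 0.00300, and 0.456 with an estimated correlation). Of 41 fibroblast and extracellular matrix genes, 13 were lower and 4 higher, with DCN at −4.76, TWIST2 at −3.70, COL6A2 at −3.27 and IGFBP7 at 4.17 (adjusted p = 0.00191, and 0.463 with an estimated correlation). Bone genes were higher in 14 of 25 cases, with COL2A1 at 8.86 (adjusted p = 0.0140, and 0.463 with an estimated correlation). Neuroectoderm genes were higher in 9 of 24 cases, with SOX1 at 5.52 (adjusted p = 0.00191), mesoderm genes in 8 of 18 (adjusted p = 0.0336), germ cell genes in 11 of 18 (adjusted p = 0.00878) and chromatin genes in 9 of 22, with DNMT3B at 6.13 (adjusted p = 0.00413). For each of these 4 lists the adjusted p was 0.456 with an estimated correlation. After quantile normalization, neuroectoderm genes had 4 higher, mesoderm genes 4 higher and 1 lower and germ cell genes 7 higher.

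Of the lists that did not pass as a whole by camera, endoderm genes had 9 higher and 1 lower, trophoblast genes 7 and 1, cardiac genes 10 and 2, cell adhesion genes 15 and 5, G protein-coupled receptors 17 and 5 and ion transport genes 12 and 2. Iron transport genes had 3 higher and 2 lower, imprinted genes 5 and 2, genes of antigen presentation and interferon response 6 and 4, and HOX genes 4 and 2. Proliferation genes had 0 and 1, genes of hypoxia and glycolysis 2 and 0, markers of other cell types 6 and 0 and p53 targets 0 and 6, among them CDKN1A at −2.90 and GADD45A at −3.19. The p53 targets had a median of 0.02 and a mean of −0.54, and the genes of antigen presentation and interferon response a median of 0.04 with the lower direction by camera (adjusted p = 0.427). Fry called each of these lists (adjusted p of at most 0.00504) except iron transport, antigen presentation and interferon response, proliferation and HOX genes (adjusted p = 0.117, 0.642, 0.752 and 0.412). After quantile normalization the counts were 6 and 4 for endoderm genes, 4 and 1 for trophoblast genes, 6 and 5 for cardiac genes, 15 and 9 for G protein-coupled receptors, 7 and 4 for ion transport genes, 3 and 3 for iron transport genes, 3 and 5 for imprinted genes, 4 and 4 for genes of antigen presentation and interferon response and 1 and 3 for HOX genes. All counts as deposited were the same when adjusted over the list alone. In all, 6561 transcripts were higher in ES cells and 1121 lower, of 2723 and 534 genes. The median log2 difference of all transcripts was 0.32, and −0.10 after quantile normalization, with 3503 higher and 3004 lower.

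From the place of the 3 cell types in the principal component analysis and from the larger number of functional groups that differed between iPS cells and fibroblasts than between iPS cells and ES cells (Fig. 4A and 4B), the paper concludes that the transcriptome shifted from that of fibroblasts to that of pluripotent cells.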

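Of 23 genes of the matrix list with a mean of at least 5000 units in fibroblasts, 18 had a lower mean in ES cells and 5 a higher one, or 17 and 6 without passage 96, and 23 had a lower mean in iPS cells, as a tally of means without a test of each. The genes with a higher mean in ES cells included COL5A2, SPARC and COL1A1. COL5A2, a chain of type V collagen, had 13764 ± 359 units in fibroblasts (SD, n = 6) and 10136 ± 3703 in iPS cells (SD, n = 4). In ES cells it had 37269 at passage 83, 28530 at passage 91, 47808 at passage 94 and 10575 at passage 96. SPARC, a matrix glycoprotein, had 66520 ± 7646 in fibroblasts, 41303 ± 10481 in iPS cells and 107855, 81011, 96711 and 30251 in the ES cells in the same order of passages. COL1A1 had 181624, 190119 and 244315 at passages 83, 91 and 94 but 46582 at passage 96, against 130124 ± 38978 in fibroblasts and 49881 ± 22434 in iPS cells. VIM, an intermediate filament protein of mesenchymal cells, was among those with a lower mean in ES cells, with 34973 ± 12474 in fibroblasts, 6036 ± 1876 in iPS cells and 6054 to 9690 in ES cells. The transcript rows of the collagen genes may share reads. The ratio between the rows of such genes also differed between fibroblasts and the lines grown on feeder cells. For COL1A1 the log2 ratio of the highest 2 rows was 0.05 ± 0.02 in fibroblasts (SD, n = 6) and −0.41 ± 0.02 in iPS cells (SD, n = 4). In ES cells it was −0.43 ± 0.02 (SD) over passages 83, 91 and 94 and −0.42 at passage 96, although their COL1A1 levels differed. RNA of feeder cells and transcript use of the lines were not told apart.

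Correlations were computed on log2(value + 1) over 46051 transcripts detected in at least 1 library. The mean correlation with the 6 fibroblast libraries was 0.859 ± 0.00293 for iPS cells and 0.842 ± 0.0130 for ES cells (SD, n = 4 each), a difference of 0.0171 (exact permutation test, p = 0.0286, the smallest that the 8 libraries allow). On the deposited linear values the means were 0.713 ± 0.0867 and 0.797 ± 0.0703, a difference of −0.0843 (exact permutation test, p = 0.2). Pairs of iPS and ES cell libraries had a mean correlation of 0.944, pairs of iPS cell libraries 0.978 and pairs of ES cell libraries 0.959. In complete-linkage clustering of these correlations, 0 ES cell libraries fell into the branch of the fibroblasts. On linear values 3 did, those of passages 83, 91 and 94. In both, the ES cells at passage 96 joined the iPS cells, and on ranks those at passage 91 did so too. Without culture cj11 the difference was 0.0170 (exact permutation test, p = 0.0571). It was 0.0162 to 0.0184 without any 1 of the iPS cell libraries (exact permutation test, p = 0.0857 without passage 24 and 0.114 without each of the others).

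**Figure D3:**
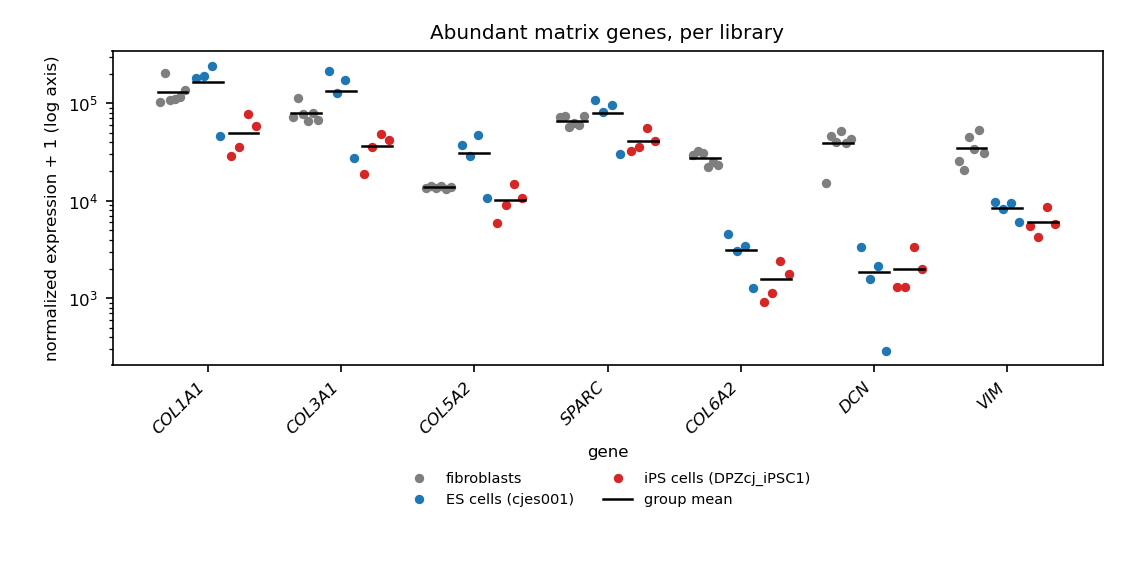
Normalized expression plus 1, on a log axis, of 7 abundant matrix genes in fibroblasts (6 libraries), ES cells (4) and iPS cells (4). Each point is 1 library and each bar the group mean. ES cells at passage 96 have 10575 for COL5A2, below the 28530 to 47808 of the other ES cell libraries.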

Interestingly, hierarchical clustering of the three cell types which is based on all detected transcripts, and not only on the ones represented by the principal components shown in Fig. 4A, showed that the iPS cells are even more distant from the fibroblasts than the ES cells are (Fig. 4C).

**Fig 4:**
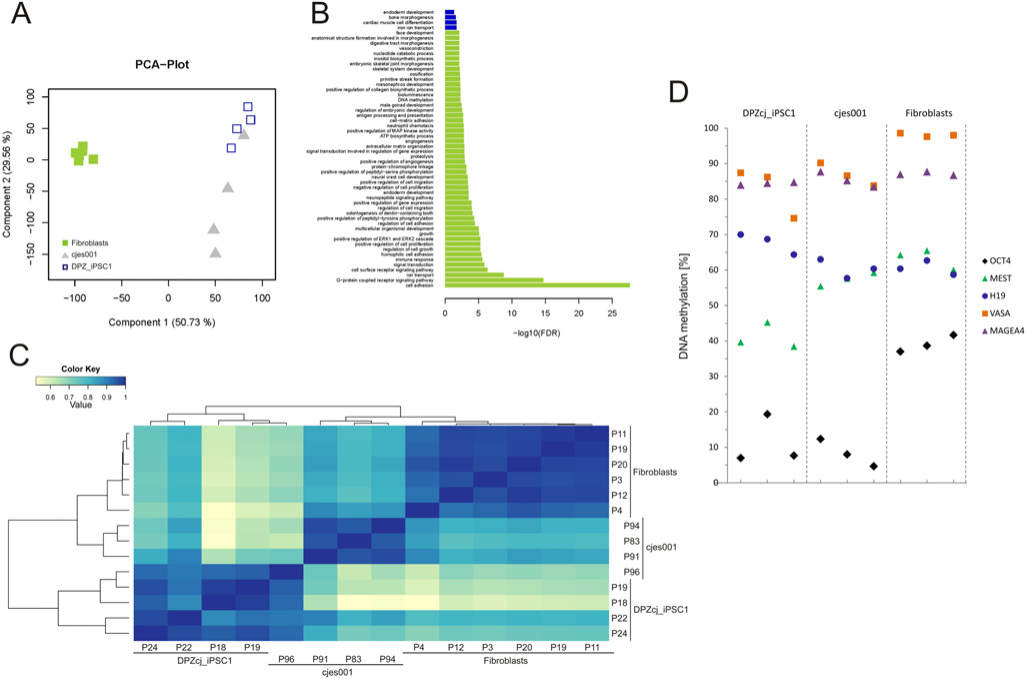
Functional transcriptomics and methylation analysis. **A)** Principle component analysis (PCA) plot. For a global view on the sample relationships a principal component analysis was computed based on one third of the genes with highest variance in expression levels. Principal component 1 and 2 account for 80% of the inherent data variance between the samples. Fibroblast and iPS cell samples are segregated from each other and cluster according to their origin. Solely ESC samples show higher data variance spread, but overlap with iPS cells. **B)** Gene ontology (GO) analysis. In order to test the functional association of the candidate genes, an enrichment test for GO terms was conducted for the comparisons fibroblasts-vs-DPZcj_iPSC1 (green bars) and cjes001-vs-DPZcj_iPSC1 (blue bars). For fibroblasts-vs-DPZcj_iPSC1 the top 50 GO terms with the best FDR-corrected p-values were chosen, for cjes001-vs-DPZcj_iPSC1 only four GO terms were found to be significant (pFDR<0.05). **C)** Heat map and hierarchical cluster of the normalized transcriptome expression profile for the iPS cell line DPZcj_iPSC1, the ES cell line cjes001 and marmoset skin fibroblasts. Darker color (blue) indicates correlation of gene expression. Fibroblasts and cjes001 cells exhibit the most similar gene expression, while iPS cells exhibit a distinct expression profile, further reflected in the cluster dendrogram. **D)** DNA promoter methylation analysis. In order to evaluate the epigenetic status of cells from the iPS cell line DPZcj_iPSC1, DNA methylation at specific CpG sites of the germ cell marker genes *VASA* and *MAGE A-4*, the imprinted genes *H19* and *MEST* and the pluripotency gene *OCT4* was determined and compared to cjes001 ES cells and fibroblasts. Data points represent DNA methylation levels for cells from one passage of the respective cell types.

### Promoter methylation analysis

We tested the methylation status of five gene promoters in the DPZcj_iPSC1 line and included ES cells and fibroblasts as controls. The analyzed promoters were *VASA*, *MAGEA4* (both germ cell-specific genes), *H19* (expressed exclusively from the maternal allele), *MEST* (expression from the paternal allele), and *OCT4* (active only in pluripotent cells and immature germ cells). The comparison between ES cells and fibroblasts showed that *VASA* and *MAGEA4* were highly methylated in both cell types indicating the absence of germ cell gene expression (Fig. 4D). *H19* and *MEST* promoter methylation was around 60% in both cell types. *OCT4* methylation was below 15% in ES cells consistent with strong *OCT4* gene expression in this cell type. In contrast, *OCT4* methylation was around 40% in fibroblasts. *VASA* and *MAGEA4* promoters were highly methylated (80–100%) in all cells tested. In general, the promoter methylation pattern of the iPS cell line DPZcjiPSC1 was very similar to the pattern of the ES cell line (Fig. 4D). These data show that the iPS cells were also reprogrammed on the epigenetic level.

## Discussion

We have derived six novel iPS cell lines from the marmoset monkey using a novel reversible six-factor-in-one-construct *piggyBac* transposon. The iPS cells are pluripotent as shown by direct comparison with ES cells. The cells are stable over time as the first iPS cell line DPZcj_iPSC1 is currently in culture for over 80 passages. The remaining five iPS cell lines were all cultured for at least 35 passages. This shows that marmoset iPS cell generation using the *piggyBac* system is a well-established and reliable procedure. Based on this, it is reasonable to consider that iPS cell-derived differentiated cells or tissues in the future may become a novel therapeutic option for cell and tissue degenerative diseases like myocardial degeneration or neurodegenerative diseases, e.g. Parkinson’s disease. However, such therapies have to be carefully evaluated regarding safety and efficacy. Efficacy testing makes particularly sense in non-human primates (NHP) due to the genetic, immunological, physiological and (neuro-) anatomical similarities between humans and NHP [52]. Safety testing in NHP is also very advantageous compared to other species because of the long life span of the NHP in combination with the above mentioned biological similarities with the human. Altogether, preclinical testing of cell replacement therapies in NHP should generally be more informative than testing in e.g. rodent species. In order to develop a test scenario which is close to the assumed clinical setting, it is necessary to use genetically unmodified stem cells. Transgene-free autologous iPS cells may be particularly useful. Towards this goal, the establishment of robust non-viral *piggyBac*-mediated iPS cell generation is a major step. Consequently, the next steps will be the excision of the *piggyBac* cassette as well as feeder (xeno)-free reprogramming of marmoset cells.

Primate pluripotent stem cells generally have a morphology different from mouse pluripotent stem cells when grown on mouse embryonic feeder cells (reviewed in [53]). While mouse stem cells grow as dome-shaped colonies, primate stem cell colonies are rather flat and have an epitheloid cell layer as top layer of the colonies [54]. Previously described marmoset monkey iPS cell lines were either generated with four [46,47] or six [36] reprogramming factors. Interestingly, the four-factor marmoset monkey iPS cells had unexpected morphologies. The iPS cells reported by Wiedemann and colleagues exhibited morphology close to mouse ES cells, i.e. a rather dome-like shape. The iPS cells reported by Wu and colleagues did not show any colony formation, i.e. the cells did not develop cell clusters characterized by an epitheloid cell morphology, tight cell associations and clearly defined colony boundaries. In contrast, the iPS cells generated in the study by Tomioka and colleagues showed the typical primate pluripotent stem cell colony morphology [36]. This suggests that LIN28 and probably also NANOG are required in addition to the four original Yamanaka factors for full morphological dedifferentiation of marmoset fibroblasts. However, also the marmoset iPS cells generated with four factors were pluripotent as shown by teratoma formation assays, despite of their unexpected morphology. Future comparative gene expression studies will reveal the effects of NANOG and LIN28 during reprogramming of marmoset monkey fibroblasts.

The published studies on marmoset monkey iPS cells used the human factors for reprogramming. Although the reprogramming factors are generally well conserved between human and marmoset, there are some differences between them. Particularly, *NANOG* is less conserved than the other factors (only 88.5% sequence identity on the amino acid level, see S1 Table). Interestingly, Tomioka et al. proved the four classical human Yamanaka factors plus LIN28 to be sufficient for generation of marmoset iPS cells, while reprogramming with the four factors plus NANOG did not succeed. Since we were initially expecting lower reprogramming efficiencies using a non-viral DNA delivery method, we decided to establish a fully homologous system with monkey components only. In order to ensure optimal protein-protein and transcription factor-promoter-interactions, we cloned all six marmoset monkey factors. Hence, the present study is the only one using a homologous system with marmoset monkey reprogramming factors in marmoset monkey cells. This may be of special relevance during the initial phase of reprogramming, which is, before the endogenous pluripotency factors of marmoset origin are activated, driven exclusively by the exogenous factors.

We consider the generated iPS cell lines reprogrammed, although, as expected since under control of the CAG promoter [30,31], the introduced reprogramming cassette is not silenced. Since expression from the reprogramming cassette does not respond to the cells’ gene regulatory mechanisms, the expression from the endogenous loci has to be adjusted to the total amount of protein within the cells. We assume that this adjustment keeps endogenous expression, particular of *SOX2*, moderate as long as the reprogramming cassette is transcribed. Based on the comparison of the expression of the reprogramming cassette and *SOX2* expression levels in the one high-passage number iPS cell line (DPZcj_iPSC1) and the five lower-number iPS cell lines (DPZcj_iPSC2–6; see Fig. 2E), we speculate that the expression of the reprogramming cassette, which is driven by the robust CAG promoter [30,31], is decreased slowly with increasing passage number. The expression level of the reprogramming cassette is lowest in DPZcj_iPSC1 (approximately at passage 80). In contrast, endogenous *SOX2* expression in this cell line is highest when compared to the younger iPS cell lines (passage numbers between 33 and 48). In the younger lines we observed the reverse pattern with higher expression of the reprogramming cassette and relatively low expression of endogenous *SOX2*. We normalized the gene expression levels to a single marmoset ES cell line that was available as reference. By the time of qPCR analysis this line was in a very high passage (248) suggesting that the cells underwent a long selection process for high proliferation rates and pluripotency. In contrast, the passage numbers of iPS cells were 33–84. The extremely long selection process of the ES cells may have influenced the reference level to which the newly generated iPS cell lines were compared. Noteworthy, expression levels of total (endogenous and exogenous) *SOX2*, *OCT4* and *NANOG* were higher in iPSCs than in ES cells (Fig. 2D).

Interestingly, an additional *OCT4* transcript which contains the pluripotency-associated *OCT4A-*specific exon 1 and differs only by two nucleotides from the normal *OCT4A* transcript is annotated in the ENSEMBL database. Discrimination between the two transcripts by PCR, however, would only be possible with TaqMan Assays. Importantly, both isoforms are also present in human cells questioning the significance of some PCR analyses of *OCT4A* expression.

In summary, we have established and applied for the first time robust protocols for the generation of iPS cells from the common marmoset monkey using a novel reversible six factor *piggyBac* construct including selection markers. This NHP species is gaining more and more preclinical relevance due to an increasing number of disease models. Transgene-free marmoset monkey iPS cells will be the basis for the preclinical assessment of “patient-specific” cell replacement therapies using the common marmoset monkey as animal model.

## Supporting Information

S1 ARRIVE Checklist ARRIVE Checklist.

S1 Fig Morphology of iPS cell colonies. All six generated iPS cell lines exhibit the typical ES cell colony morphology when grown on mouse embryonic fibroblasts as feeder cells. Bars = 100 μm.
(TIF)

S1 Table Sequence identity between the marmoset and human reprogramming factors SOX2, OCT4, KLF4, c-MYC, LIN28 and NANOG on the amino acid level.

## References

[1] TakahashiK, YamanakaS (2006) Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126: 663–676. 1690417410.1016/j.cell.2006.07.024

[2] TakahashiK, TanabeK, OhnukiM, NaritaM, IchisakaT, TomodaK, et al (2007) Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131: 861–872. 1803540810.1016/j.cell.2007.11.019

[3] YuJ, HuK, Smuga-OttoK, TianS, StewartR, SlukvinII, et al (2009) Human induced pluripotent stem cells free of vector and transgene sequences. Science 324: 797–801. 10.1126/science.1172482 19325077PMC2758053

[4] OkitaK, MatsumuraY, SatoY, OkadaA, MorizaneA, OkamotoS, et al (2011) A more efficient method to generate integration-free human iPS cells. Nat Methods 8: 409–412. 10.1038/nmeth.1591 21460823

[5] MackAA, KrobothS, RajeshD, WangWB (2011) Generation of induced pluripotent stem cells from CD34+ cells across blood drawn from multiple donors with non-integrating episomal vectors. PLoS One 6: e27956 10.1371/journal.pone.0027956 22132178PMC3222670

[6] FontesA, MacarthurCC, LieuPT, VemuriMC (2013) Generation of human-induced pluripotent stem cells (hiPSCs) using episomal vectors on defined Essential 8 Medium conditions. Methods Mol Biol 997: 57–72. 10.1007/978-1-62703-348-0_6 23546748

[7] StadtfeldM, NagayaM, UtikalJ, WeirG, HochedlingerK (2008) Induced pluripotent stem cells generated without viral integration. Science 322: 945–949. 10.1126/science.1162494 18818365PMC3987909

[8] FusakiN, BanH, NishiyamaA, SaekiK, HasegawaM (2009) Efficient induction of transgene-free human pluripotent stem cells using a vector based on Sendai virus, an RNA virus that does not integrate into the host genome. Proc Jpn Acad Ser B Phys Biol Sci 85: 348–362. 1983801410.2183/pjab.85.348PMC3621571

[9] NishishitaN, TakenakaC, FusakiN, KawamataS (2011) Generation of human induced pluripotent stem cells from cord blood cells. J Stem Cells 6: 101–108. 23264996

[10] BanH, NishishitaN, FusakiN, TabataT, SaekiK, ShikamuraM, et al (2011) Efficient generation of transgene-free human induced pluripotent stem cells (iPSCs) by temperature-sensitive Sendai virus vectors. Proc Natl Acad Sci U S A 108: 14234–14239. 10.1073/pnas.1103509108 21821793PMC3161531

[11] YangG, Si-TayebK, CorbineauS, VernetR, GayonR, DianatN, et al (2013) Integration-deficient lentivectors: an effective strategy to purify and differentiate human embryonic stem cell-derived hepatic progenitors. BMC Biol 11: 86 10.1186/1741-7007-11-86 23870169PMC3751548

[12] WarrenL, ManosPD, AhfeldtT, LohYH, LiH, LauF, et al (2010) Highly efficient reprogramming to pluripotency and directed differentiation of human cells with synthetic modified mRNA. Cell Stem Cell 7: 618–630. 10.1016/j.stem.2010.08.012 20888316PMC3656821

[13] WarrenL, NiY, WangJ, GuoX (2012) Feeder-free derivation of human induced pluripotent stem cells with messenger RNA. Sci Rep 2: 657 10.1038/srep00657 22984641PMC3442198

[14] WarrenL, WangJ (2013) Feeder-free reprogramming of human fibroblasts with messenger RNA. Curr Protoc Stem Cell Biol 27: Unit 4A 6 10.1002/9780470151808.sc04a06s27 24510287

[15] MandalPK, RossiDJ (2013) Reprogramming human fibroblasts to pluripotency using modified mRNA. Nat Protoc 8: 568–582. 10.1038/nprot.2013.019 23429718

[16] WangP, NaJ (2013) Reprogramming to pluripotency and differentiation of cells with synthetic mRNA. Methods Mol Biol 969: 221–233. 10.1007/978-1-62703-260-5_14 23296937

[17] ZhouH, WuS, JooJY, ZhuS, HanDW, LinT, et al (2009) Generation of induced pluripotent stem cells using recombinant proteins. Cell Stem Cell 4: 381–384. 10.1016/j.stem.2009.04.005 19398399PMC10182564

[18] HouP, LiY, ZhangX, LiuC, GuanJ, LiH, et al (2013) Pluripotent stem cells induced from mouse somatic cells by small-molecule compounds. Science 341: 651–654. 10.1126/science.1239278 23868920

[19] MontserratN, NivetE, Sancho-MartinezI, HishidaT, KumarS, MiquelL, et al (2013) Reprogramming of human fibroblasts to pluripotency with lineage specifiers. Cell Stem Cell 13: 341–350. 10.1016/j.stem.2013.06.019 23871606

[20] ShuJ, WuC, WuY, LiZ, ShaoS, ZhaoW, et al (2013) Induction of pluripotency in mouse somatic cells with lineage specifiers. Cell 153: 963–975. 10.1016/j.cell.2013.05.001 23706735PMC4640445

[21] Anokye-DansoF, TrivediCM, JuhrD, GuptaM, CuiZ, TianY, et al (2011) Highly efficient miRNA-mediated reprogramming of mouse and human somatic cells to pluripotency. Cell Stem Cell 8: 376–388. 10.1016/j.stem.2011.03.001 21474102PMC3090650

[22] KajiK, NorrbyK, PacaA, MileikovskyM, MohseniP, WoltjenK (2009) Virus-free induction of pluripotency and subsequent excision of reprogramming factors. Nature 458: 771–775. 10.1038/nature07864 19252477PMC2667910

[23] WoltjenK, MichaelIP, MohseniP, DesaiR, MileikovskyM, HamalainenR, et al (2009) piggyBac transposition reprograms fibroblasts to induced pluripotent stem cells. Nature 458: 766–770. 10.1038/nature07863 19252478PMC3758996

[24] WangW, LinC, LuD, NingZ, CoxT, MelvinD, et al (2008) Chromosomal transposition of PiggyBac in mouse embryonic stem cells. Proc Natl Acad Sci U S A 105: 9290–9295. 10.1073/pnas.0801017105 18579772PMC2440425

[25] LiuG, AronovichEL, CuiZ, WhitleyCB, HackettPB (2004) Excision of Sleeping Beauty transposons: parameters and applications to gene therapy. J Gene Med 6: 574–583. 1513376810.1002/jgm.486PMC1865527

[26] ZengX, CoutureLA (2013) Pluripotent stem cells for Parkinson’s disease: progress and challenges. Stem Cell Res Ther 4: 25 10.1186/scrt173 23672848PMC3707048

[27] HolditchSJ, TerzicA, IkedaY (2014) Concise review: pluripotent stem cell-based regenerative applications for failing beta-cell function. Stem Cells Transl Med 3: 653–661. 10.5966/sctm.2013-0184 24646490PMC4006488

[28] ChenWW, Blurton-JonesM (2012) Concise review: Can stem cells be used to treat or model Alzheimer’s disease? Stem Cells 30: 2612–2618. 10.1002/stem.1240 22997040PMC3508338

[29] KobayashiY, OkadaY, ItakuraG, IwaiH, NishimuraS, YasudaA, et al (2012) Pre-evaluated safe human iPSC-derived neural stem cells promote functional recovery after spinal cord injury in common marmoset without tumorigenicity. PLoS One 7: e52787 10.1371/journal.pone.0052787 23300777PMC3531369

[30] ShiozawaS, KawaiK, OkadaY, TomiokaI, MaedaT, KandaA, et al (2011) Gene targeting and subsequent site-specific transgenesis at the beta-actin (ACTB) locus in common marmoset embryonic stem cells. Stem Cells Dev 20: 1587–1599. 10.1089/scd.2010.0351 21126169

[31] WistubaJ, LuetjensCM, EhmckeJ, RedmannK, DammOS, SteinhoffA, et al (2013) Experimental endocrine manipulation by contraceptive regimen in the male marmoset (Callithrix jacchus). Reproduction 145: 439–451. 10.1530/REP-12-0373 23431271

[32] VogtEJ, MeglickiM, HartungKI, BorsukE, BehrR (2012) Importance of the pluripotency factor LIN28 in the mammalian nucleolus during early embryonic development. Development 139: 4514–4523. 10.1242/dev.083279 23172912PMC3912245

[33] LinZY, ImamuraM, SanoC, NakajimaR, SuzukiT, YamaderaR, et al (2012) Molecular signatures to define spermatogenic cells in common marmoset (Callithrix jacchus). Reproduction 143: 597–609. 10.1530/REP-11-0215 22323619

[34] OkanoH, HikishimaK, IrikiA, SasakiE (2012) The common marmoset as a novel animal model system for biomedical and neuroscience research applications. Semin Fetal Neonatal Med 17: 336–340. 10.1016/j.siny.2012.07.002 22871417

[35] KishiN, SatoK, SasakiE, OkanoH (2014) Common marmoset as a new model animal for neuroscience research and genome editing technology. Dev Growth Differ 56: 53–62. 10.1111/dgd.12109 24387631

[36] TomiokaI, MaedaT, ShimadaH, KawaiK, OkadaY, IgarashiH, et al (2010) Generating induced pluripotent stem cells from common marmoset (Callithrix jacchus) fetal liver cells using defined factors, including Lin28. Genes Cells 15: 959–969. 10.1111/j.1365-2443.2010.01437.x 20670273PMC2970909

[37] MuellerT, FleischmannG, EildermannK, Matz-RensingK, HornPA, SasakiE, et al (2009) A novel embryonic stem cell line derived from the common marmoset monkey (*Callithrix jacchus*) exhibiting germ cell-like characteristics. Hum Reprod 24: 1359–1372. 10.1093/humrep/dep012 19251728

[38] MiyazakiJ, TakakiS, ArakiK, TashiroF, TominagaA, TakatsuK, et al (1989) Expression vector system based on the chicken beta-actin promoter directs efficient production of interleukin-5. Gene 79: 269–277. 255177810.1016/0378-1119(89)90209-6

[39] AlexopoulouAN, CouchmanJR, WhitefordJR (2008) The CMV early enhancer/chicken beta actin (CAG) promoter can be used to drive transgene expression during the differentiation of murine embryonic stem cells into vascular progenitors. BMC Cell Biol 9: 2 10.1186/1471-2121-9-2 18190688PMC2254385

[40] YusaK, ZhouL, LiMA, BradleyA, CraigNL (2011) A hyperactive piggyBac transposase for mammalian applications. Proc Natl Acad Sci U S A 108: 1531–1536. 10.1073/pnas.1008322108 21205896PMC3029773

[41] EildermannK, AeckerleN, DebowskiK, GodmannM, ChristiansenH, HeistermannM, et al (2012) Developmental expression of the pluripotency factor sal-like protein 4 in the monkey, human and mouse testis: restriction to premeiotic germ cells. Cells Tissues Organs 196: 206–220. 10.1159/000335031 22572102

[42] DingS, WuX, LiG, HanM, ZhuangY, XuT (2005) Efficient transposition of the piggyBac (PB) transposon in mammalian cells and mice. Cell 122: 473–483. 1609606510.1016/j.cell.2005.07.013

[43] DonnellyML, HughesLE, LukeG, MendozaH, ten DamE, GaniD, et al (2001) The ‘cleavage’ activities of foot-and-mouth disease virus 2A site-directed mutants and naturally occurring &rsquo;2A-like’ sequences. J Gen Virol 82: 1027–1041. 1129767710.1099/0022-1317-82-5-1027

[44] DonnellyML, LukeG, MehrotraA, LiX, HughesLE, GaniD, et al (2001) Analysis of the aphthovirus 2A/2B polyprotein ‘cleavage’ mechanism indicates not a proteolytic reaction, but a novel translational effect: a putative ribosomal ‘skip’. J Gen Virol 82: 1013–1025. 1129767610.1099/0022-1317-82-5-1013

[45] SzymczakAL, WorkmanCJ, WangY, VignaliKM, DilioglouS, VaninEF, et al (2004) Correction of multi-gene deficiency in vivo using a single ‘self-cleaving’ 2A peptide-based retroviral vector. Nat Biotechnol 22: 589–594. 1506476910.1038/nbt957

[46] WuY, ZhangY, MishraA, TardifSD, HornsbyPJ (2010) Generation of induced pluripotent stem cells from newborn marmoset skin fibroblasts. Stem Cell Res 4: 180–188. 10.1016/j.scr.2010.02.003 20363201PMC2875323

[47] WiedemannA, HemmerK, BernemannI, GohringG, PogozhykhO, FigueiredoC, et al (2012) Induced pluripotent stem cells generated from adult bone marrow-derived cells of the nonhuman primate (Callithrix jacchus) using a novel quad-cistronic and excisable lentiviral vector. Cell Reprogram 14: 485–496. 10.1089/cell.2012.0036 23194452

[48] WislockiGB (1939) Observations on twinning in marmosets. American Journal of Anatomy 64: 445–483.

[49] BenirschkeK, AndersonJM, BrownhillLE (1962) Marrow Chimerism in Marmosets. Science 138: 513–515. 1775394810.1126/science.138.3539.513

[50] BoyerLA, LeeTI, ColeMF, JohnstoneSE, LevineSS, ZuckerJP, et al (2005) Core transcriptional regulatory circuitry in human embryonic stem cells. Cell 122: 947–956. 1615370210.1016/j.cell.2005.08.020PMC3006442

[51] WickhamH (2009) ggplot2: elegant graphics for data analysis: Springer.

[52] PhillipsKA, BalesKL, CapitanioJP, ConleyA, CzotyPW, t HartBA, et al (2014) Why primate models matter. Am J Primatol 76: 801–827. 10.1002/ajp.22281 24723482PMC4145602

[53] NakatsujiN, SuemoriH (2002) Embryonic stem cell lines of nonhuman primates. ScientificWorldJournal 2: 1762–1773. 1280616910.1100/tsw.2002.829PMC6009524

[54] BehrR, HeneweerC, ViebahnC, DenkerHW, ThieM (2005) Epithelial-mesenchymal transition in colonies of rhesus monkey embryonic stem cells: a model for processes involved in gastrulation. Stem Cells 23: 805–816. 1591747610.1634/stemcells.2004-0234

# Supplementary material for: Non-Viral Generation of Marmoset Monkey iPS Cells by a Six-Factor-in-One-Vector Approach
**Source:** PLoS One. 2015 Mar 18;10(3):e0118424. doi: 10.1371/journal.pone.0118424
**Supplement:** S1 ARRIVE Checklist

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny¹, William J Browne², Innes C Cuthill³, Michael Emerson⁴ and Douglas G Altman⁵

	ITEM	RECOMMENDATION	Section/<br>Paragraph
Title	1	Provide as accurate and concise a description of the content of the article as possible.	
Abstract	2	Provide an accurate summary of the background, research objectives, including details of the species or strain of animal used, key methods, principal findings and conclusions of the study.	
INTRODUCTION			
Background	3	a. Include sufficient scientific background (including relevant references to previous work) to understand the motivation and context for the study, and explain the experimental approach and rationale.<br>b. Explain how and why the animal species and model being used can address the scientific objectives and, where appropriate, the study's relevance to human biology.	
Objectives	4	Clearly describe the primary and any secondary objectives of the study, or specific hypotheses being tested.	
METHODS			
Ethical statement	5	Indicate the nature of the ethical review permissions, relevant licences (e.g. Animal [Scientific Procedures] Act 1986), and national or institutional guidelines for the care and use of animals, that cover the research.	
Study design	6	For each experiment, give brief details of the study design including:<br>a. The number of experimental and control groups.<br>b. Any steps taken to minimise the effects of subjective bias when allocating animals to treatment (e.g. randomisation procedure) and when assessing results (e.g. if done, describe who was blinded and when).<br>c. The experimental unit (e.g. a single animal, group or cage of animals).<br>A time-line diagram or flow chart can be useful to illustrate how complex study designs were carried out.	
Experimental procedures	7	For each experiment and each experimental group, including controls, provide precise details of all procedures carried out. For example:<br>a. How (e.g. drug formulation and dose, site and route of administration, anaesthesia and analgesia used [including monitoring], surgical procedure, method of euthanasia). Provide details of any specialist equipment used, including supplier(s).<br>b. When (e.g. time of day).<br>c. Where (e.g. home cage, laboratory, water maze).<br>d. Why (e.g. rationale for choice of specific anaesthetic, route of administration, drug dose used).	
Experimental animals	8	a. Provide details of the animals used, including species, strain, sex, developmental stage (e.g. mean or median age plus age range) and weight (e.g. mean or median weight plus weight range).<br>b. Provide further relevant information such as the source of animals, international strain nomenclature, genetic modification status (e.g. knock-out or transgenic), genotype, health/immune status, drug or test naïve, previous procedures, etc.	

Housing and husbandry	9	Provide details of: a. Housing (type of facility e.g. specific pathogen free [SPF]; type of cage or housing; bedding material; number of cage companions; tank shape and material etc. for fish). b. Husbandry conditions (e.g. breeding programme, light/dark cycle, temperature, quality of water etc for fish, type of food, access to food and water, environmental enrichment). c. Welfare-related assessments and interventions that were carried out prior to, during, or after the experiment.	
Sample size	10	a. Specify the total number of animals used in each experiment, and the number of animals in each experimental group. b. Explain how the number of animals was arrived at. Provide details of any sample size calculation used. c. Indicate the number of independent replications of each experiment, if relevant.	
Allocating animals to experimental groups	11	a. Give full details of how animals were allocated to experimental groups, including randomisation or matching if done. b. Describe the order in which the animals in the different experimental groups were treated and assessed.	
Experimental outcomes	12	Clearly define the primary and secondary experimental outcomes assessed (e.g. cell death, molecular markers, behavioural changes).	
Statistical methods	13	a. Provide details of the statistical methods used for each analysis. b. Specify the unit of analysis for each dataset (e.g. single animal, group of animals, single neuron). c. Describe any methods used to assess whether the data met the assumptions of the statistical approach.	
**RESULTS**			
Baseline data	14	For each experimental group, report relevant characteristics and health status of animals (e.g. weight, microbiological status, and drug or test naïve) prior to treatment or testing. (This information can often be tabulated).	
Numbers analysed	15	a. Report the number of animals in each group included in each analysis. Report absolute numbers (e.g. 10/20, not 50%²). b. If any animals or data were not included in the analysis, explain why.	
Outcomes and estimation	16	Report the results for each analysis carried out, with a measure of precision (e.g. standard error or confidence interval).	
Adverse events	17	a. Give details of all important adverse events in each experimental group. b. Describe any modifications to the experimental protocols made to reduce adverse events.	
**DISCUSSION**			
Interpretation/scientific implications	18	a. Interpret the results, taking into account the study objectives and hypotheses, current theory and other relevant studies in the literature. b. Comment on the study limitations including any potential sources of bias, any limitations of the animal model, and the imprecision associated with the results². c. Describe any implications of your experimental methods or findings for the replacement, refinement or reduction (the 3Rs) of the use of animals in research.	
Generalisability/translation	19	Comment on whether, and how, the findings of this study are likely to translate to other species or systems, including any relevance to human biology.	
Funding	20	List all funding sources (including grant number) and the role of the funder(s) in the study.	

References:

1. Kilkenney C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010) Improving Bioscience Research Reporting: The ARRIVE Guidelines for Reporting Animal Research. *PLoS Bio* 8(6): e1000412. doi:10.1371/journal.pbio.1000412
2. Schulz KF, Altman DG, Moher D, the CONSORT Group (2010) CONSORT 2010 Statement: updated guidelines for reporting parallel group randomised trials. *BMJ* 340:c332.

# Supplementary material for: Non-Viral Generation of Marmoset Monkey iPS Cells by a Six-Factor-in-One-Vector Approach
**Source:** PLoS One. 2015 Mar 18;10(3):e0118424. doi: 10.1371/journal.pone.0118424
**Supplement:** S1 Table

**Table S2:** Sequence identity between the marmoset and human reprogramming factors SOX2, OCT4, KLF4, cMYC, LIN28 and NANOG on the amino acid level.

| **Protein** | **Identity marmoset vs. human** |
| --- | --- |
| SOX2 | 98.1% |
| OCT4 | 97.5% |
| KLF4 | 97.2% |
| cMYC | 96.1% |
| LIN28 | 100.0% |
| NANOG | 88.5% |

How the deposited data were processed for this re-analysis (not part of the article)

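RNA from 3 cell types of the common marmoset was sequenced in 14 libraries, 4 of the iPS cell line DPZcj_iPSC1, 4 of the ES cell line cjes001 and 6 of skin fibroblasts. The authors aligned the reads with Bowtie2 2.1.0 to marmoset cDNA after CASAVA 1.8.2 and FastQC 0.10.0, used SAMtools 0.1.19 and HTSeq 0.5.4 for counting, and loaded DESeq for the analysis in R. How the deposited values were normalized is not given in the sources used here, nor is the role of DESeq2 and the mouse build mm10, which the submitters' processing notes also name. The deposited score of a transcript is, from its values, a read count after the authors' scaling to a common total of 18.05 M per library, rounded to whole numbers. These values are not raw counts, so no count model was used, and the tests planned for count models were not run.

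The value of 1 read was estimated for each library from the spacing of its low values, which gives 11.9 to 21.7 M counted reads. On simulated data, this estimate came within 0.1% for 14 of 14 libraries. The depth limits low genes, since the value of 3 reads is 2.50 to 2.74 units in the fibroblasts, and a value of 0 does not show absence. Of 46137 transcripts, 86 were at 0 in all libraries. Gene symbols came from the deposited table for 19842 transcripts and from RefSeq through the Entrez gene identifier for 16949, which left 9346 without a symbol.

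Libraries were grouped by the sample records and the paper. The 3 comparisons between cell types and a comparison of 3 adult with 2 newborn fibroblast cultures were made with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a trend in the prior variance and only the compared groups in the fit. Transcripts with a value of at least 10 in at least 4 libraries were kept, or in at least 2 of the 5 cultures of known donor age. The thresholds were an adjusted p under 0.05 after Benjamini-Hochberg adjustment and 4-fold. NANOG, POU5F1 and SOX2, the distances on the principal components and the correlations were compared with exact two-sided permutation tests. OCT4A was taken as the POU5F1 transcript whose medians match those printed in Fig. 2D.

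No annotation with Gene Ontology terms was at hand, so 23 gene lists, set before the data were examined, stood in for the functional groups of Fig. 4B. Each symbol was represented by its transcript with the highest mean. The lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. They covered the cassette factors, pluripotency genes outside the cassette, fibroblast and extracellular matrix genes, cell adhesion, G protein-coupled receptors, ion transport, iron transport, cardiac muscle, bone morphogenesis, endoderm, mesoderm, neuroectoderm, trophoblast, germ cells, imprinted genes, Y-linked genes, antigen presentation and interferon response, proliferation, hypoxia and glycolysis, p53 targets, DNA methylation and chromatin, HOX genes, and markers of keratinocytes, endothelium, blood and melanocytes. The genes named are the 10 with the largest differences in each direction among those with a symbol and without overlap between groups, the 4 largest members past the thresholds in each list, and the genes the paper names, as far as they are described. Some genes are not reported here.

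The tests were tried on simulated data with known changes. These were planted only in transcripts well above the filter, with independent noise. The shares recovered therefore do not cover transcripts near the filter or changes near 4-fold. At a log2 change of 3, limma recovered 99% of the changed transcripts for iPS cells against fibroblasts (38012 transcripts), 100% for ES cells against fibroblasts (37868), 94% for iPS against ES cells (38470) and 90% for adult against newborn cultures (33066). Alternatives covered the pseudocount, the filter, the scaling of the libraries, the weights of libraries, the sum of the transcripts of a gene, the fold threshold and each library left out. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.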

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

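The share of transcripts on the side of the other ES cell libraries, the test for cells like the fibroblast cultures, the split of reads between transcripts and the splits for gene lists were chosen only after the result was seen. Of 361 groups examined for a library apart from the rest, 16 had one, or 4.43%, where chance gives about 1 in 20.

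The ES cell library of passage 96 lay apart from the other ES cell libraries, at −141.8 on component 1 against −158.76 to −156.88, and clustered with the iPS cells, as passage 91 also did on ranks, at a pseudocount of 5, on linear values without the 50 most abundant transcripts, and without ES cell passage 83 or 94 or iPS cell passage 18. A wrong label is argued against by the 438 transcripts that were higher in iPS cells than in the other 3 ES cell libraries, with low values filtered over all 14 libraries (435 over the 13 without passage 96). Passage 96 lay nearer those 3 at 72.15% of the 438 (316), and each iPS cell library left out in turn at 1.724% to 3.602%, while the planned test on Y-linked genes was void with 1 of 12 genes in the table. Transcripts lower in iPS cells were not part of this test. A few abundant genes are argued against by ranks, where the mean correlation of passage 96 with iPS cells still exceeded that with the other ES cell libraries by 0.02609. RNA from mesenchymal cells in the other ES cell libraries may contribute. The fibroblast and extracellular matrix list was higher there by a median log2 of 1.357, above all 10000 random lists (95% between −0.4594 and −0.03528). Random lists do not keep the correlation between matrix genes, estimated at 0.446 between iPS and ES cells, and passage 96 is 1 library. Their range therefore understates the spread of such a list. Cells like the 6 fibroblast cultures cannot be the whole source, as 4 of 23 abundant genes (COL3A1, COL5A2, FBN1 and SPARC) lay above every fibroblast library. Differentiated marmoset cells, mouse feeder cells and a difference between passages stay open.

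The reads of genes with a pair of transcripts in the table were divided differently in ES cells and fibroblasts. Over 1304 genes at a like level, the lowest median deviation of an ES cell library from the fibroblast ratio was 0.154 on the log2 scale and the highest of a fibroblast library 0.070, so random spread does not account for it. RNA from other cells, of mouse or marmoset, may contribute to the larger deviations of the other 3 ES cell libraries, which were at least 0.201 against at most 0.154 in passage 96 and the iPS cells. The iPS cell libraries, at 0.090 to 0.147, also lay above every fibroblast library, so such RNA is not excluded there or in passage 96. Of 26 matrix genes, 26 lay outside the fibroblast range in the 3 ES cell libraries other than passage 96 (chance 2.38%) and 23 in all 8 pluripotent libraries (chance 0.067%). Chance here takes all libraries as alike. The same share over all genes was not computed, so these counts are not shown to be particular to matrix genes. Differences in transcript use between cell types stay open, since neither reads nor a genome were at hand to separate species.

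The order of the correlations with fibroblasts depended on the scale. On ranks, iPS cells correlated more with fibroblasts than ES cells did, by 0.01605, while on linear values the difference was −0.08427 and without the 50 most abundant transcripts −0.001575. A few abundant transcripts are a candidate cause of the order on linear values, where 0.2 was the exact p of the difference. A biological difference between the lines was not separated from the matrix RNA described above.

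For the 3 comparisons the libraries were also split in other ways, drawn at random against fibroblasts and in all 35 possible ways between iPS and ES cells. The 7188 transcripts between iPS cells and fibroblasts were reached by 1 of 100 splits, the real one, with at most 2 in the others, and the 7682 between ES cells and fibroblasts by 1 of 100, with at most 0. The 381 between iPS and ES cells were reached by 1 of 35, with at most 180. The real split thus gave the largest count each time. Every other split mixed the cell types, which widens the spread within a group, so low counts there were built in. Between iPS and ES cells, 1 of 35 is also the smallest share possible. These splits therefore do not exclude chance. For the number of gene lists, the real splits did not stand out, with 9, 8 and 9. These numbers were reached by 8 of 100, 24 of 100 and 13 of 35 splits, with 11, 11 and 13 as the highest others.

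Other single libraries lay far from their group. GC had 2 units in fibroblast culture cj12 and 0 in the others. ACKR4 had 7 in iPS cells at passage 19 and 0 in the others, and 1614 in culture cj3 against 509 to 737. DCN had 15246 in culture cj3 against 39372 to 51612. BMP7 had 6 in culture cj12 against 2 to 3. HNF4A was listed at 0 in culture cj4 against 10 to 17. AFP had 53 in culture cj3 against 17 to 26. DDX3X had 4803 in culture cj11 against 5540 to 5978. The row named DDX3Y had 13 in culture cj20 against 173 to 260. It is placed on chromosome X and had 119 to 534 in the female ES cell line, where RNA of other cells may contribute. It therefore does not settle the sex of a culture. In ES cells at passage 96, SOX9 had 19 against 125 to 181 and WNT3 17 against 4 to 5, and the estimated reads were 17.5 M against 14.8 to 15.2 M. In iPS cells, CGA had 38 at passage 22 against 11 to 12, and at passage 19 SLC40A1 had 208 against 349 to 384 and GATA6 583 against 890 to 963. Between adult and newborn fibroblast cultures, which the paper does not compare, 34 transcripts passed the thresholds.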

How the results depend on the processing

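The lists under another scaling, ES cells at passage 96 alone and the matrix mean as covariate were chosen only after the result was seen. Over all results, 4514 values under an alternative were rated as unchanged, 229 lost the threshold, 66 passed it, 55 counts or shares moved and 2 reversed. The cause was not tested unless named. Genes and lists that turned direction without passing the threshold in either fit were rated as unchanged. Counts were so rated within 1.5 times of the main count, and shares of variance within the spread over the fits without 1 library. With transcripts summed per gene, which leaves fewer features, 4094 passed between iPS cells and fibroblasts, 4596 between ES cells and fibroblasts, 204 between iPS and ES cells and 17 between adult and newborn cultures. Without a fold threshold the first 3 were 27991, 26277 and 7798. With a filter at 50, which tests fewer transcripts, ES cells against fibroblasts gave 4830 and iPS against ES cells 213. Array weights gave 593 for iPS against ES cells, and leaving out 1 library gave 221 (without passage 18 of the iPS cells) to 789 (without passage 96 of the ES cells), with 242 without passage 24. The matrix mean as covariate gave 274, of which 205 were among the 381. For adult against newborn cultures limma gave 0 without a filter (2568 at an unadjusted p under 0.05) and 0 with cj11 as adult (1453), and 0 without cj12 (1718), 4 without cj3, 7 without cj4, 10 without cj19 and 19 without cj20. Without cj3 or cj19 the lone newborn culture was assumed to vary like the adult ones. With an estimated correlation, camera called 0 lists in each comparison of cell types, and fry called 21, 18 and 5. Quantile normalization left 5 lists for ES cells against fibroblasts, and 4 lists were called against passage 96 alone, which was assumed to vary like the iPS cell libraries. Leaving out 1 library gave log2 differences of SOX2 between iPS and ES cells of 0.84 to 1.26, the latter without passage 96 (exact permutation test, p = 0.0286). Components 1 and 2 took 88.6% on linear values, 78.1% at unit variance, 82.9% with all transcripts, 96.8% with 500 and 90.6% at a pseudocount of 5, and 86.4% to 87.8% with 1 library left out. Component 1 took 62.4%, 66.7%, 72.1%, 93.4% and 80.3% in the same order and 77.4% to 80.6%. Component 2 took 26.2%, 11.4%, 10.8%, 3.37% and 10.3%, and 6.05% to 9.14%. The spread of ES cells exceeded that of fibroblasts by 84540 on linear values (exact permutation test, p = 0.105). The correlation difference reversed to −0.0843 on linear values (exact p = 0.2) and −0.00158 without the 50 most abundant transcripts (exact p = 0.971), and was 0.0121 to 0.0215 with 1 library left out. It lost the threshold without cj11 or any iPS cell library, at 0.0170 (exact p = 0.0571), 0.0165, 0.0173 and 0.0162 (exact p = 0.114 each, passages 18, 19 and 22) and 0.0184 (exact p = 0.0857, passage 24). On linear values 3 ES cell libraries clustered with the fibroblasts, and 0 in the other settings. The edgeR and DESeq2 fits planned for whole reads were not run, because whole reads were not uniquely recoverable in 7 libraries, where 1 read is worth less than 1 unit. No paired analysis was possible because the groups share no replicate numbers.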

Differences from the paper's values

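The paper gives 50.73% of the variance to component 2 in its text, while the axis of Fig. 4A, read by eye, gives about 51% to component 1 and about 30% to component 2. The values here were 78.5% for component 1 and 8.18% for component 2. A value was taken as near the paper's where it lay within 1.5 times of it. For the text's value of component 2, none of the 19 alternatives set before the data were examined did so, the nearest being 26.2% on linear values. Component 1 came that near to the figure on linear values (62.4%), at unit variance (66.7%) and with all transcripts (72.1%), and not in the other 16 alternatives. Component 2 did so only on linear values, and not in the other 18.

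The lowest correlation between libraries is about 0.55 in Fig. 4C, read by eye, and was 0.825 here. On linear values it was 0.549, and in the other 18 alternatives it differed from the figure by more than the spread over the fits without 1 library. The paper states 30 to 35 M reads per sample, while 11.9 to 21.7 M counted reads were estimated from the deposited values, and no alternative applied. The paper's number refers to sequenced reads and the estimate to reads counted on transcripts.

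The paper describes no expression of the 3 core factors in fibroblasts. SOX2 had 48.2 ± 12.6 (SD, n = 6) there, NANOG 3.33 ± 1.86 and OCT4A 5.5 ± 1.64. The medians printed in Fig. 2D match those of the deposited values in iPS and ES cells for NANOG and SOX2. For OCT4A this match chose the transcript and is no check.

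The paper states that iPS cells are more distant from fibroblasts than ES cells are. The mean correlation with fibroblasts was higher for iPS cells by 0.0171 on the log scale (exact permutation test, p = 0.0286). It did not pass 0.05 without culture cj11 (exact p = 0.0571) or without any 1 of the iPS cell libraries (exact p = 0.0857 for passage 24 and 0.114 for each of the others). On linear values it was lower, with a difference of −0.0843 (exact permutation test, p = 0.2), and there 3 ES cell libraries fell into the branch of the fibroblasts. It was also lower without the 50 most abundant transcripts, at −0.00158 (exact permutation test, p = 0.971).

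The paper describes a low scatter between ES and iPS cells on the component with 50.73%, which its text calls component 2 and the axis of Fig. 4A component 1. The difference between the means of iPS and ES cells was 11.5 on component 1 (exact permutation test, p = 0.114) and −122 on component 2 (exact permutation test, p = 0.0286). These are differences of means and no measure of the scatter.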

Other observations

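SLPI, a secreted protease inhibitor, had 547 ± 171 units (SD, n = 3) in adult cultures and 16 ± 8.49 (SD, n = 2) in newborn cultures, a log2 difference of 5.05 (adjusted p = 0.00947 from limma). The positional genes HOXA10 and HOXA9 were higher in adult cultures by 3.93 and 3.28 on the log2 scale, as were ALDH1A1 by 3.72, THBS4 by 2.74 and MYLK by 2.56. In so few cultures, donor age was not separated from passage or from other differences between the cultures. IGF2, a fetal growth factor, had a log2 difference of −6.52 (adjusted p = 0.0269), with 0.667 ± 1.15 units in adult and 143 ± 80.6 in newborn cultures. IGF2BP3, which binds its RNA, had −4.23, PTN −2.73 and MMP11 −2.50. Of 33545 transcripts, 20 were higher and 14 lower in adult cultures, of 8 and 6 genes with a symbol. The number was 0 without cj12, 4 without cj3, 7 without cj4 and 10 without cj19, and 0 with cj11, whose records give both ages, as adult. Without cj3 or cj19, 1 newborn culture is left, which was assumed to vary like the adult ones. Culture cj11 lay nearer the newborn mean at 32 of the 34 transcripts. Many of these are rows of the same gene, such as MYLK or IGF2, that may share reads and are not separate evidence. Of 28 HOX genes 2 were higher, and 3 when adjusted over the list alone. Camera called neuroectoderm genes lower and hypoxia and glycolysis genes higher (adjusted p = 0.00436 each), bone and imprinted genes lower and genes of antigen presentation and interferon response higher (adjusted p = 0.0273 each). With an estimated correlation the adjusted p was 0.539 for the last and 0.408 for the others.

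The paper examined other genes by staining, PCR or bisulfite sequencing, and their RNA values are given here without bearing on those assays. LIN28A of the cassette had 5330 ± 873 units in iPS cells, 2744 ± 1209 in ES cells (SD, n = 4 each) and 10.2 ± 3.87 in fibroblasts (SD, n = 6), and MYC 2515 ± 538, 1174 ± 514 and 825.5 ± 88.2. Between iPS and ES cells, LIN28A differed by 1.05 (adjusted p = 0.036 from limma), MYC by 1.18 (adjusted p = 0.0296), SALL4 by 0.99 (adjusted p = 0.0241), MEST by 0.67 (adjusted p = 0.0421), KLF4 by 0.38 (adjusted p = 0.145) and CHD1 by 0.34 (adjusted p = 0.0518) on the log2 scale, none of them reaching 4-fold. UTF1 had 554 ± 68.6 and 604 ± 304 units in the same groups. AFP was higher in iPS than in ES cells, with 40.5 ± 23.4 and 6 ± 1.83 units (log2 difference 2.35, adjusted p = 0.021), and had 26.8 ± 13.1 in fibroblasts. ACTA2 had −1.08 (adjusted p = 0.0744) and SOX9 −1.21 (adjusted p = 0.2) between iPS and ES cells. DDX3X, an X-linked helicase, had 9110 ± 655 units in iPS cells and 5603 ± 430 in fibroblasts. The row named DDX3Y, which can share reads with it, had 271.8 ± 31.9, 336.8 ± 172 in ES cells and 178.3 ± 87.4 in fibroblasts. DDX4, a germ cell helicase, was below the filter. MAGEA4, H19, ACTB and TUBB3 were not analysed here.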
